# Gibberellin Promotes Bolting and Flowering via the Floral Integrators *RsFT* and *RsSOC1-1* under Marginal Vernalization in Radish

**DOI:** 10.3390/plants9050594

**Published:** 2020-05-07

**Authors:** Haemyeong Jung, Seung Hee Jo, Won Yong Jung, Hyun Ji Park, Areum Lee, Jae Sun Moon, So Yoon Seong, Ju-Kon Kim, Youn-Sung Kim, Hye Sun Cho

**Keywords:** bolting, flowering time gene, gibberellin, radish (*Raphanus sativus* L.), RNA sequencing, *RsFT*, *RsSOC1*, vernalization

## Abstract

Gibberellic acid (GA) is one of the factors that promotes flowering in radish (*Raphanus Sativus* L.), although the mechanism mediating GA activation of flowering has not been determined. To identify this mechanism in radish, we compared the effects of GA treatment on late-flowering (NH-JS1) and early-flowering (NH-JS2) radish lines. GA treatment promoted flowering in both lines, but not without vernalization. NH-JS2 plants displayed greater bolting and flowering pathway responses to GA treatment than NH-JS1. This variation was not due to differences in GA sensitivity in the two lines. We performed RNA-seq analysis to investigate GA-mediated changes in gene expression profiles in the two radish lines. We identified 313 upregulated, differentially expressed genes (DEGs) and 207 downregulated DEGs in NH-JS2 relative to NH-JS1 in response to GA. Of these, 21 and 8 genes were identified as flowering time and GA-responsive genes, respectively. The results of RNA-seq and quantitative PCR (qPCR) analyses indicated that *RsFT* and *RsSOC1-1* expression levels increased after GA treatment in NH-JS2 plants but not in NH-JS1. These results identified the molecular mechanism underlying differences in the flowering-time genes of NH-JS1 and NH-JS2 after GA treatment under insufficient vernalization conditions.

## 1. Introduction

Gibberellins are tetracyclic diterpene acids that are synthesized in plastids and then translocated into the cytosol in a biologically active form [1]. Bioactive gibberellic acids (GAs) control diverse processes throughout the plant life cycle, encompassing seed germination, stem and leaf growth, trichome development, flowering time [2], and vegetative and reproductive development [3]. GAs are involved in plant growth, development, cell expansion, and division, and respond to specific combinations of internal cues and external stimuli [4,5,6]. Several recent studies reported that GA signaling also is involved in abiotic stress adaptation along with other hormone-signaling pathways [7,8,9]. GAs are a large family of more than 130 structurally related compounds, although only a limited number of GAs display intrinsic biological activity [10]. GAs are synthesized at their sites of action to regulate growth, and GA levels are tightly regulated through a process of feedback regulation to maintain optimal levels for coordinating plant growth and development [11]. Our knowledge of the molecular mechanisms underlying GA signaling in plants was advanced by the following two discoveries: GIBBERELLIN-INSENSITIVE DWARF1 (GID1) encodes a soluble GA receptor, and the DELLA (Asp-Glu-Leu-Leu-Ala) transcriptional regulators negatively control the GA-signaling pathway [12,13]. GID1 binds bioactive GA in a deep binding pocket, and the *N*-terminal extension induces conformational changes that result in covering the GA pocket [12,13]. The GID1-GA complex can bind DELLA to produce the GID1-GA-DELLA protein complex, followed by the ubiquitin-ligase complex Skp, Cullin, F-box containing complex (SCF)-dependent degradation of DELLA protein, ultimately triggering GA-mediated downstream responses [14,15]. Manipulating endogenous GA levels is an established practice in agriculture to modulate plant stature, and the introduction of dwarf alleles into staple crops greatly increases grain yields [16,17]. For this reason, one of the leading aims in the Green Revolution was inducing semi-dwarfism traits, which improved harvest index, enhanced lodging resistance, and increased yield [18,19].

The induction of flowering is the most important event during the transition from the vegetative phase to the reproductive phase during the entire life cycle of higher plants. Flowering induction is precisely regulated by the interplay between endogenous cues and genetic pathways that respond to environmental stimuli such as photoperiod, vernalization, age, and autonomous and gibberellin pathways [20,21]. These signals converge on a small number of floral integrators, including FLOWERING LOCUS T (FT), SUPPRESSOR OF OVEREXPRESSION OF CONSTANS1 (SOC1), and LEAFY (LFY), eventually leading to the activation of floral-meristem identity genes [22]. GAs generally induce bolting and flowering in long-day and biennial plants, although GA is not a universal flowering stimulus [23]. Several studies reported that GAs had complex roles in flowering induction that varied under different circumstances and in different plant species. Under nonpermissive conditions, GAs inhibit flowering in perennial plants but not in long-day and biennial plants [24,25]. It is believed that GAs promote vegetative growth instead of reproductive growth, thereby inhibiting flowering [2]. Although GAs affect flowering in a species-dependent manner, their function in flower development is probably universal. GAs act directly or indirectly to upregulate flowering time gene expression in leaves, and FT protein moves as a mobile signal from the leaf to the shoot apex, where it activates *SOC1* and *LFY* by repressing the DELLA negative transcriptional regulators [26]. In Arabidopsis, GA signaling is crucial for bolting and flowering regardless of the active photoperiod, which was verified in GA-deficient mutants that lacked the GA receptor [23]. GA has a crucial role in flowering under short-day conditions by activating SOC1 when vernalization is not sufficient to induce SOC1 activation, and evidence from GA signaling and biosynthesis mutants shows that SOC1 integrates a GA-dependent flowering pathway [27]. To deepen our understanding of the mechanism that orchestrates flowering in Arabidopsis, we must identify how GA, photoperiod, and vernalization interact. GAs only act under vernalized conditions in plants that require vernalization; nonvernalized plants were unable to bolt or flower in response to GA [28]. In this case, vernalization is a prerequisite for flowering; GA can compensate for photoperiod, but not for vernalization. Vernalization increases the endogenous GA content in Brassicaceae; however, the mechanism mediating GA-induced bolting and flowering has not been completely elucidated.

Radish (*Raphanus sativus* L.) is one of the most important root vegetable crops in the Brassicaceae family and is cultivated worldwide. The tap root contains minerals, vitamins, dietary flavonols, and high glucosinolate content; therefore, the crop’s economic value is primarily determined by root characteristics. Premature bolting and flowering can cause poor root development and serious economic loss in radish crops, particularly in the spring. Agricultural productivity in radish depends on the avoidance of early bolting to produce high-quality leafy vegetables. Studies on the flowering pathways and molecular functions of flowering-related genes have progressed in recent years in model plants, but few studies have focused on radish. The reference radish genome has been sequenced [29,30]. The advent of next-generation sequencing technologies enables genome-wide gene expression profiling and large-scale discovery of flowering-related genes in radish under diverse biological conditions. Recent work investigated a putative model of the bolting and flowering regulatory networks in radish by performing comparative analyses of microRNA (miRNA)-differentially expressed gene (DEG) data from vegetative and reproductive leaves [31]. This study also identified 142 flowering time genes from several developmental tissues using de novo transcriptome analysis. Our group identified 218 radish flowering time genes and a large number of DEGs that responded to vernalization at different bolting times in the late flowering (NH-JS1) and early flowering (NH-JS2) inbred radish lines. We proposed that similar genes were expressed in the vernalization pathways of the two inbred radish lines, and the vernalization pathway was conserved between radish and Arabidopsis [32]. The comparative transcriptome results of the two radish inbred lines with different bolting times suggested a regulatory network of flowering time genes. Vernalization is a key process for bolting and flowering in radish; radish does not bolt or flower without vernalization even when plants are grown for more than 100 days after seed germination [33]. The vernalization threshold requirement is a prerequisite for GA activation of bolting and flowering in radish [34]. Although studies of radish flowering are currently in progress, there are no reports on the mechanism mediating the GA-induced transition from vegetative growth to reproductive growth in radish.

In this study, we performed RNA-seq and qPCR analyses to examine the effect of exogenous GA on global gene expression profiles in two radish inbred lines with different bolting times (NH-JS1 and NH-JS2), and identified the molecular mechanism regulating marginal vernalization.

## 2. Results

### 2.1. GA Effects on Bolting Time Significantly Differed between the Two Radish Inbred Lines

To identify the mechanism of GA-induced bolting and flowering in radish, we observed the effects of exogenous GA on bolting phenotypes in two inbred lines, NH-JS1 (late bolting) and NH-JS2 (early bolting). Seeds were subjected to 0, 0.1, and 10 mM GA during germination, and then the seedlings were vernalized for 0, 10, and 20 days to examine the bolting phenotypes under various vernalization durations. GA did not significantly affect the bolting time in NH-JS1 at 10 days of vernalization. By contrast, GA significantly affected bolting time in the early bolting NH-JS2 line (Figure 1A). In the absence of exogenous GA, neither inbred line bolted even when grown up to 10–50 days after vernalization (DAV) (data not shown). Low GA levels (0.1 mM) can compensate for insufficient vernalization to induce bolting in the NH-JS2 line, but not in the NH-JS1 line. These combined results indicate that NH-JS1 and NH-JS2 differ in their responses to GA and have different bolting characteristics. Statistical analysis of the bolting percentage (the number of bolting plants in each line, (*n* = 20)) is presented in Figure 1B. There were no bolting plants in either line in the absence of vernalization, even when subjected to high GA concentrations. Treatment with 10 days of vernalization and 10 mM GA can induce bolting at 25 DAV, but only in the early-bolting NH-JS2 line. Treatment with 10 days of vernalization and 0.1 or 10 mM GA followed by plant growth for 30–35 DAV resulted in 60% and >80% bolted plants, respectively, in NH-JS2, whereas NH-JS1 plants did not bolt within 30 DAV even with 10 mM GA. Subjecting plants to 20 days of vernalization in the absence of GA resulted in approximately 16% of NH-JS2 plants bolting at 35 DAV, whereas no NH-JS1 plants bolted. Longer vernalization duration enhanced the bolting percentage in both inbred lines in proportion to the GA concentration, although NH-JS1 was much less sensitive to GA than NH-JS2. For example, 0.1 mM GA resulted in 5-fold, 4-fold, and 2.5-fold higher bolting percentage in NH-JS2 than in NH-JS1 at 20, 25, and 30 DAV, respectively (Figure 1B). These results indicate that radish requires at least 20 days of vernalization to bolt, and GA can compensate or induce bolting and flowering under insufficient vernalization. We suggest that marginal vernalization is dominant, and GA modulates the vernalization response during the radish floral transition.

### 2.2. GA Regulation Prioritizes the Floral Transition over Vegetative Growth in Radish

To determine whether GA hyposensitivity in NH-JS1 plants is specific for the bolting trait, we tested the effect of GA on hypocotyl length during seed germination. Figure 2 shows that the phenotypes of GA-treated seedlings were similar in both inbred lines, with growth proportionally enhanced relative to the GA concentrations (Figure 2A). The hypocotyl lengths were measured during a six-day period in the two inbred lines under different GA concentrations. In the presence of GA, hypocotyl lengths in both inbred lines increased gradually with increasing GA concentrations, and were nearly identical in both lines under each condition (Figure 2B). The hypocotyl length was slightly more sensitive to GA in NH-JS1 seedlings than in NH-JS2 at six days after 10 mM GA treatment (NH-JS1, 1.9-fold; NH-JS2, 1.6-fold) (Figure 2B). These combined results in both inbred lines indicate that GA effects on bolting phenotype depend on the duration of vernalization, but not on plant growth.

To identify the precise effect of GA on radish bolting, we observed the GA-induced bolting time phenotype in the two inbred lines after minimal vernalization treatment or no vernalization (control). For this study, 4-day-old seedlings were vernalized for 10 days and acclimatized in a growth room for 14 days. Then, we directly sprayed 10 mM GA on the seedlings and compared the bolting phenotypes in the two lines at 17 days after GA treatment (DAG) (Figure 3A). In the absence of vernalization, none of the plants in the two lines bolted regardless of GA treatment, although both lines exhibited enhanced vegetative growth in response to GA (Figure 3A, 0 days vernalization). A 10-day vernalization treatment combined with exogenous GA treatment produced different bolting phenotypes in the two lines. All NH-JS2 plants bolted under these conditions, and NH-JS2 plants represent typical bolting and flowering characteristics in radish. We suggest that GA efficiently induces the floral transition under the conditions of a required minimum vernalization pretreatment. By contrast, NH-JS1 plants were hyposensitive to exogenous GA in the induction of bolting and flowering, and they did not bolt under the same conditions (Figure 3A, 10 days of vernalization). The effects of GA on plant growth were observable in both inbred lines. Statistical analysis of the bolting percentages (the number of bolting plants in each line (*n* = 20)) in response to GA treatment after 10 days of vernalization are presented in Figure 3B. The bolting percentages in early-bolting NH-JS2 plants differed with and without GA; without GA, approximately 70% of plants bolted at 30 DAG, and then no more plants bolted until 40 DAG, whereas up to 100% of GA-treated plants bolted before 25 DAG. By contrast, approximately 20% of late-bolting NH-JS1 plants treated with GA bolted at 30–40 DAG (Figure 3B). These results suggest that NH-JS1 plants require longer vernalization than NH-JS2, and NH-JS1 plants are less sensitive to GA than NH-JS2. GA can induce the floral transition under insufficient vernalization, but GA cannot independently induce the floral transition without vernalization.

### 2.3. Transcriptome Sequencing Identifies Genes Responding to GA in Radish

We conducted RNA-seq analysis to identify the genes involved in GA-mediated flowering induction in radish. First, we performed qPCR analysis to examine the effective time point of GA application on the expression of major flowering time genes in samples harvested at 6 h, and at 2, 4, and 6 days after GA treatment: 4-day-old seedlings were vernalized for 10 days and transferred to the growth room for 2 weeks to acclimatize, then 10 mM GA solution was sprayed on the leaves. The highest difference of flowering time gene expression level between two lines was observed at 6 days after GA treatment such as *RsMAF2* and *RsSOC1* in accordance with their bolting traits (Supplementary Figure S1). Therefore, we isolated RNA from shoot tissues, as stated above, collected 6 days after treatment with or without GA to identify global gene expression changes in the two inbred lines in response to GA as shown in Supplementary Figure S2A. 

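RNA-seq was run on 4 groups of radish shoots: NH-JS1 and NH-JS2 without GA, and NH-JS1_GA and NH-JS2_GA sprayed with 10 mM GA. NH-JS1 is the late-bolting and NH-JS2 the early-bolting inbred line. Each group had 2 libraries, and each library was made from the shoots of 3 plants pooled. All values below therefore rest on n = 2 pools per group. A p-value for a single unigene measures the spread between these pools, estimated over all 4 groups together. The authors trimmed the reads, mapped them with Bowtie2 to a set of radish unigenes and counted the reads per unigene, and the submitters' processing notes also name TopHat. The deposited counts cover 78395 unigenes, of which 60161 carry an Arabidopsis match to 1 of 17197 genes, and genes are named here by that match. Several unigenes often share 1 match, and reads of near-identical copies may have been divided between them. A value given for a named gene is that of 1 unigene unless more are stated. The total counts were 34165272 and 30371970 in NH-JS1, 27627505 and 27927592 in NH-JS1_GA, 28516180 and 23757588 in NH-JS2, and 27743698 and 31904379 in NH-JS2_GA. They sum to 232014184, on which all values here rest, whereas the paper's number of mapped reads is 237984258. Every deposited count is at least 1, so a unigene without reads in a library stands at 1, which is called the floor here. Counts were tested with edgeR's quasi-likelihood test in 1 fit of all 8 libraries with TMM scaling, over the 65934 unigenes that passed edgeR's filter on low counts. Levels are given as counts scaled to a common library size, as mean ± SD of the 2 libraries. After the paper's criteria, a DEG had an absolute log2 fold change of at least 0.6, an adjusted p of at most 0.01, and a mean scaled count of at least 500 in 1 or more of the groups compared. The paper's text does not name the level at which its read count minimum was applied. Lists of Arabidopsis genes were compared with all other unigenes by camera from limma, at a preset correlation between genes of 0.01, and 23 lists had unigenes to test. At that setting a camera p-value mainly measures the spread across unigenes, not that between pools. With the correlation estimated from the libraries, 0 of the 23 lists passed an adjusted p of 0.05 in any of the 6 comparisons, so that this p is given beside the lists that passed with the preset correlation. The criteria, the comparisons, the gene lists and the rule for the genes named were set before the data were examined, unless stated otherwise. On counts simulated from these libraries for 65250 unigenes, 67, 67 and 66 were changed in NH-JS2 by log2 folds of 0.8, 1 and 2. The edgeR test of GA in NH-JS2 recovered 10.4%, 37.3% and 97% of these. All of the changed unigenes had an NH-JS2 mean of at least 4 times the count minimum of 500. The rates therefore do not cover unigenes with lower counts, such as most of the flowering genes.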

A total of eight samples were analyzed from the two inbred lines, with two biological replicates for each condition. We constructed cDNA libraries and sequenced the libraries using an Illumina HiSeq 2000 Sequencing System (Supplementary Figure S2B). A total of 347,399,408 paired-end reads (lengths up to 101 base pair) were produced from eight generated libraries. Raw reads were subjected to quality control, and adapter sequences and low-quality reads were excluded. Approximately 72% clean reads assured the following criteria: Quality score Q > 20 and minimum read length ≥ 25 bp. Ultimately, a total of 251,429,330 clean reads was obtained from the libraries of the two inbred lines selectively treated with or without GA, and the average length of clean reads was 80.06 bp (Supplementary Table S1). To verify the similarity between two replicates, normalization counts were used to plot pairs of replicate samples. 

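Photosynthesis genes were among the 10 most abundant unigenes of these shoots. A unigene of LHB1B1, a light-harvesting chlorophyll-binding protein, had 123400 ± 6770 scaled counts (SD, n = 2) in NH-JS1, 124200 ± 14600 in NH-JS1_GA, 169400 ± 30200 in NH-JS2 and 131700 ± 2400 in NH-JS2_GA. For a small subunit of Rubisco (AT5G38430) the means were 93720 ± 10100, 75760 ± 7560, 140400 ± 48500 and 93260 ± 7230 (SD, n = 2) in the same order. Neither changed with GA in NH-JS2 by edgeR's test, at a log2 fold change of −0.36 (standard error 0.178, adjusted p = 0.605) for LHB1B1 and −0.59 (adjusted p = 0.541) for AT5G38430, which passed without NH-JS2 replicate 1 (−0.90). Across all unigenes, which are not independent replicates, Pearson's r of the log2 normalized counts of the 2 libraries was 0.991 in NH-JS1, 0.987 in NH-JS1_GA, 0.982 in NH-JS2 and 0.984 in NH-JS2_GA. The share of unigenes that differed by more than 2-fold between the 2 libraries, among those with a mean of at least 10, was 1.28%, 2.39%, 4.21% and 2.43% in these groups. The first principal component, with 83.8% of the variance, separated the lines. On the second, with 3.96%, replicate 2 of NH-JS2 stood at 71.9 and replicate 1 of NH-JS2 at −39.5.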

All samples had good reproducibility between pairs, showing 0.97–0.98 values (Supplementary Figure S2C). To analyze the proportion of unigenes in the eight transcriptome libraries, all clean reads were mapped to the 71,188 unigene reference sets, which was 94.65% (237,984,258) of reads from the two inbred lines selectively treated with GA and mapped to the reference unigenes. Only approximately 5% of all reads were unmapped (Supplementary Table S2). These combined results indicate that all of the transcriptome sets retained a high proportion of unigenes and were adaptable for subsequent DEG and expression profiling analyses.

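Between 94.1% and 95.8% of the 78395 unigenes lay above the floor in each library, and 68496 did so in all 8. Chlorophyll metabolism was among the groups with high counts, with a median of 1670 scaled counts over 54 unigenes, and ribosomal proteins had a median of 658 over 807 unigenes. Unigenes of the 5 lists of flowering genes were lower, at medians of 223 for floral integrators, 236 for the vernalization pathway, 301 for photoperiod and the circadian clock, 677 for the autonomous pathway and 152 for the ageing pathway. Enzymes of GA biosynthesis had a median of 57.1 over 13 unigenes, and GA catabolism 78.6 over 6. Of 7 floral organ identity genes, 4 had a matching unigene in the table, and of 9 markers of roots none had one. A count of at least 500, the minimum in the paper's criteria, was reached by 12163 to 12624 unigenes per library.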

### 2.4. Comparative Analysis of DEGs in the Two Inbred Radish Lines Treated with GA under Marginal Vernalization

To identify the genes involved in regulating GA-induced floral transition and bolting in radish, we performed a genome-wide comparative DEG analysis of the two inbred lines treated with GA. The total set of expressed genes was subjected to DEG analysis using the DESeq package in R. Then, the gene set was analyzed along with individual characteristics of the inbred line transcriptomes treated with GA. DEGs were analyzed using the following criteria: |log2 (fold-change)| ≥ 0.6, false discovery rate (FDR) ≤ 0.01, and read counts ≥ 500. Little flowering time- and GA-related DEGs were confirmed using |log2 (fold-change)| ≥ 1 conditions (data not shown); therefore, the fold-change was reduced to |log2 (fold-change)| ≥ 0.6. 

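At an absolute log2 fold change of at least 1 with the other criteria kept, ELF3 and SOC1 stayed upregulated in NH-JS2 relative to NH-JS1. ELF3 is a component of the circadian clock and SOC1 a MADS-box activator of flowering. Among 266 unigenes of flowering genes, 8 were upregulated and 1 downregulated in NH-JS2 without GA, and 8 were upregulated and 2 downregulated with GA. These belonged to 4 and 5 Arabidopsis genes, with AGL19 upregulated and SPA1 downregulated in both and TOE1 downregulated with GA. Among 93 unigenes of GA-related genes, 2 were upregulated and 1 downregulated without GA, and 3 and 2 with GA, all of them of GASA1, GASA6 or EXPA1. Over all unigenes, 679 upregulated and 490 downregulated DEGs were left in NH-JS2 vs. NH-JS1 without GA, and 592 and 429 with GA, by edgeR's test.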

A total of 226 DEGs were obtained in each inbred line under GA treatment (GA was sprayed after 10 days of vernalization and 14 days of growth). Of these, 32 upregulated and 71 downregulated DEGs were detected in NH-JS1, and 55 upregulated and 86 downregulated DEGs were detected in NH-JS2 (Supplementary Figure S3A). 

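TBIU024603, a unigene of AT3G08030, a protein of unknown function with a DUF642 domain, was higher with GA in NH-JS2, at 99.8 ± 4.22 scaled counts without and 819 ± 34.6 with GA (SD, n = 2), whereas NH-JS1 had 106 ± 8.12 without and 126 ± 9.16 with GA. This was a log2 fold change of 3.03 in NH-JS2 (standard error 0.122, adjusted p = 3.23e-05 from edgeR's quasi-likelihood test), and the other unigene of AT3G08030 did not pass (0.93, adjusted p = 0.083). AT3G08950, of the SCO1/SenC family of electron transport proteins, fell from 675 ± 6.54 to 122 ± 2.05 (SD, n = 2) in NH-JS2, a log2 fold change of −2.47 (standard error 0.104, adjusted p = 3.23e-05 from edgeR), and its other 2 unigenes fell by 2.46 and by 2.71 on the log2 scale, the last under the count minimum. AT3G08920, of the rhodanese family, fell from 1341 ± 133 to 389 ± 0.523 (SD, n = 2), a log2 fold change of −1.78 (standard error 0.126, adjusted p = 0.000928 from edgeR), and its other unigene did not pass (−0.73, adjusted p = 0.1). The Arabidopsis loci of these 3 genes lie near each other on 1 chromosome. TBIU048083 is 1 of 27 unigenes of AT1G10000, of the ribonuclease H-like family, and the only one past an adjusted p of 0.05 from edgeR there. It had 1.04 and 2.77 scaled counts in the NH-JS2 libraries and 471 and 1023 with GA, a fitted log2 fold change of 8.62. With 1 subtracted from every count, which left 1 count in the NH-JS2 libraries, the ratio was 1280. Its 95% exact Poisson interval, from 230 to 50800, covers counting error only. TBIU076913 went from 2.08 and 1.38 to 350 and 672. Its ratio, formed in the same way and also with 1 count left, was 876 (interval from 157 to 34600). In NH-JS1, TBIU071561 lay at the floor without GA and had a mean of 829 scaled counts with GA, at least 276-fold higher against a floor of 3 counts per library, and TBIU064213 fell from 566 and 578 to 197 and 196, a log2 fold change of −1.54 (adjusted p = 0.00284 from edgeR). These 3 unigenes have no match and were chosen after their values were seen. The edgeR test in NH-JS1 no longer passed an adjusted p of 0.05 without NH-JS1 replicate 1 for TBIU071561 (adjusted p = 0.0511) or without NH-JS1 replicate 2 for TBIU071561 (adjusted p = 0.0808) and TBIU064213 (adjusted p = 0.0529). In all, edgeR called 1 upregulated and 1 downregulated DEG in NH-JS1 and 3 upregulated and 3 downregulated DEGs in NH-JS2, and 26 and 28 unigenes in NH-JS1 and 16 and 26 in NH-JS2 passed an adjusted p of 0.05 with no minimum on fold or count. DESeq2 called 11 upregulated and 19 downregulated DEGs in NH-JS1 and 21 and 33 in NH-JS2. By edgeR the DEGs of NH-JS1 numbered 0 without NH-JS1 replicate 2 or without either NH-JS2_GA replicate, 5 without NH-JS1 replicate 1 and 10 without NH-JS1_GA replicate 2, and those of NH-JS2 numbered 3 without NH-JS2_GA replicate 2.

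**Figure D1:**
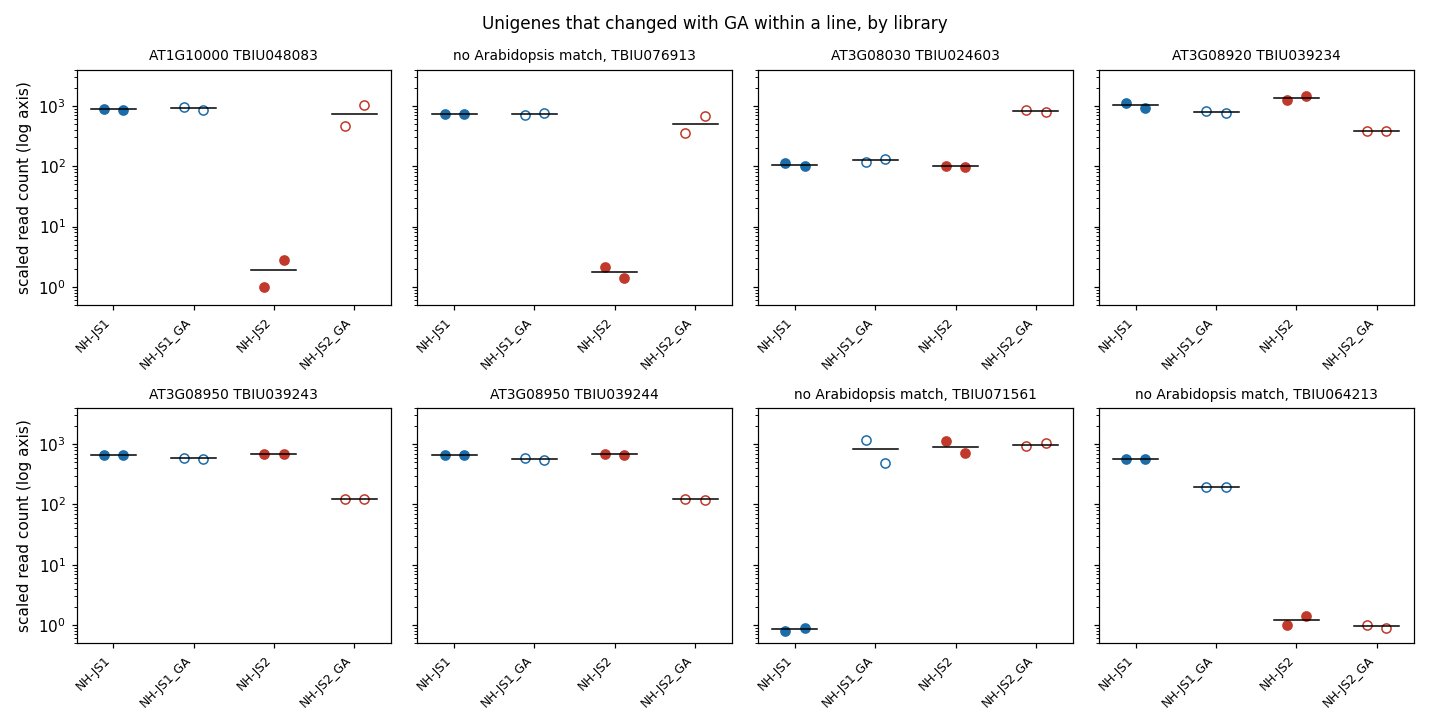
Scaled counts per library (log axis) of the 8 unigenes called as DEGs of GA within a line, 1 panel each, by group; filled points are libraries without GA, open points libraries with GA, blue is NH-JS1, red is NH-JS2, and black bars are means of 2 libraries. The NH-JS2_GA libraries of AT3G08030 lie around 819, and the means of the other 3 groups lie between 99.8 and 126.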

Only 5 upregulated and 13 downregulated DEGs displayed overlapping regulation between the two inbred lines. 

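TBIU006375, a unigene of the pectin methylesterase AT2G45220, was higher with GA in both lines, at a log2 fold change of 1.36 in NH-JS1 (standard error 0.171, adjusted p = 0.0388 from edgeR's test) and 1.66 in NH-JS2 (standard error 0.195, adjusted p = 0.0306). Its counts lay under the minimum of 500, and the other 2 unigenes of AT2G45220, TBIU006376 and TBIU006377, did not pass in either line (adjusted p from 0.073 to 0.181 from edgeR). LTP5, a lipid transfer protein, went from 1104 ± 63.5 to 476.9 ± 59.9 scaled counts (SD, n = 2) in NH-JS1 and from 713.9 ± 77.6 to 386.4 ± 23.2 in NH-JS2, and its mean log2 fold change over the lines was −1.05 (standard error 0.091, adjusted p = 0.00353 from edgeR). For AT3G16530, a legume lectin, the mean was −1.77 (standard error 0.161, adjusted p = 0.0041 from edgeR), also under the minimum. The unigenes of AT2G45220 and AT3G16530 were chosen after their values were seen. TBIU006375 no longer passed in NH-JS1 without any 1 of the NH-JS1, NH-JS1_GA or NH-JS2_GA libraries (log2 fold changes from 1.19 to 1.53), nor in NH-JS2 without any 1 of the same libraries (from 1.61 to 1.71) or in a fit of the 2 NH-JS2 groups alone (1.65). For the effect of GA averaged over the lines, edgeR called 6 upregulated and 4 downregulated DEGs. Such an average can rest on 1 line. Among the 10, LTP5 was lower in both lines. TBIU048083 of AT1G10000 had means of 884.8 and 908.3 scaled counts in NH-JS1 without and with GA, and 1.902 and 747 in NH-JS2. Unigenes of AT3G08030, AT3G08950 and AT3G17310 were also among the 10 and changed mainly in NH-JS2. The number of DEGs shared by both lines was 0 by edgeR in either direction, whereas DESeq2 gave 4 shared upregulated and 4 shared downregulated DEGs. Independent lists drawn from all unigenes tested would share 4.55e-05 in either direction by edgeR, and 0.0035 and 0.00951 by DESeq2. These figures are too low, as only 12979 unigenes in NH-JS1 and 13295 in NH-JS2 reached the count minimum in the edgeR fit. At an unadjusted p under 0.05 from edgeR, 292 unigenes were higher with GA in both lines, 697 were lower in both and 63 went opposite ways. The averaged count of 10 DEGs was 4 without NH-JS1 replicate 1 and 3 without NH-JS1 replicate 2. In NH-JS1 alone LTP5 had a log2 fold change of −1.21 (adjusted p = 0.0176 from edgeR), and it no longer passed an adjusted p of 0.05 without NH-JS1 replicate 1 (−1.16), NH-JS1 replicate 2 (−1.27), NH-JS1_GA replicate 2 (−1.09), NH-JS2_GA replicate 1 (−1.22) or NH-JS2_GA replicate 2 (−1.21).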

The downregulated DEGs were more common than upregulated DEGs in both inbred lines. This result is consistent with the recent DEG analysis of *Rosa chinensis* treated with GA [35].

To identify the active biological pathways in each line in response to GA, we performed functional pathway enrichment analysis by comparing DEGs in NH-JS1_GA vs. NH-JS1 and NH-JS2_GA vs. NH-JS2 using the Kyoto Encyclopedia of Genes and Genomics (KEGG) database. A total of 83 DEGs from NH-JS1 and 103 DEGs from NH-JS2 did not show a significant distribution of specific pathways. We identified three KEGG pathways that contained the highest number of assigned DEGs in each line. Each group of upregulated DEGs were commonly assigned to ‘plant hormone signal transduction’ (NH-JS1 vs. NH-JS2, 7 vs. 4) and ‘metabolic pathway’ (7 vs. 3), whereas downregulated DEGs were commonly assigned to ‘biosynthesis of secondary metabolites’ (6 vs. 8) and ‘metabolic pathways’ (7 vs. 12). The ‘plant-pathogen interaction’ (0 vs. 7) and ‘ribosome’ (0 vs. 6) pathways were matchless pathways whose DEGs were upregulated and downregulated by GA, respectively, in NH-JS2 compared with NH-JS1. 

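Unigenes of ribosomal proteins, the protein components of ribosomes, were lower with GA in NH-JS2 as a list, with a median log2 fold change of −0.25 over 807 unigenes (adjusted p = 6.49e-22 from camera in limma). The adjusted p was 0.636 with an estimated correlation. In NH-JS1 their median was 0.02 (adjusted p = 0.868 from camera), and the GA effects of the lines differed by a median of −0.27 (adjusted p = 2.19e-16 from camera; adjusted p = 0.985 with an estimated correlation). By edgeR 0 of the 807 passed an adjusted p of 0.05 with GA in NH-JS2, over all genes or adjusted over the list alone, while 2 were higher and 198 lower at an unadjusted p under 0.05, and DESeq2 gave 0 higher and 5 lower at an adjusted p under 0.05. Ribosomal proteins took 2.78% and 3.25% of the counts in replicates 1 and 2 of NH-JS2 and 2.82% and 2.47% in NH-JS2_GA. The median was −0.10 without NH-JS2 replicate 2, a library left out after its values had been seen, and −0.17 without NH-JS2_GA replicate 2. For 85 unigenes of defence and salicylic acid genes, such as the WRKY transcription factors and the receptor gene FLS2, the median was −0.03 in NH-JS2 (adjusted p = 0.339 from camera in limma) and −0.02 in NH-JS1 (adjusted p = 0.16). Among these 85, edgeR gave 0 past an adjusted p of 0.05 with GA in NH-JS2, over all genes or adjusted over the list alone, 3 higher and 10 lower at an unadjusted p under 0.05, and DESeq2 gave 0.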

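DIN10 and SIP2, which belong to the raffinose synthase family, were higher with GA in NH-JS1 when adjusted over the list alone, at log2 fold changes of 0.83 (standard error 0.202, adjusted p over the list = 0.0247 from edgeR) and 0.66 (standard error 0.183, adjusted p over the list = 0.0296). VI1, a vacuolar invertase that splits sucrose, was lower in 3 unigenes, with log2 fold changes from −0.57 to −0.68. Of the 30 unigenes of galactinol, raffinose and invertases, 3 were thus higher and 3 lower adjusted over the list alone, and 0 over all genes by edgeR, with 5 higher and 3 lower at an unadjusted p under 0.05 and 2 higher by DESeq2 at an adjusted p under 0.05. The list's median log2 fold change was −0.06 (adjusted p = 0.868 from camera in limma). In NH-JS2, 3 unigenes of the galactinol synthase GOLS2 were higher and 3 of VI1 lower adjusted over the list alone, and without NH-JS2 replicate 2 these counts were 0 and 3. Cytokinin genes, among them the CKX enzymes that break down cytokinins and the ARR response regulators, had a median of −0.07 in NH-JS1 over 32 unigenes (adjusted p = 0.854 from camera in limma). By edgeR 0 of these 32 passed an adjusted p of 0.05 in NH-JS1, over all genes or adjusted over the list alone, 1 was higher and 0 lower at an unadjusted p under 0.05, and DESeq2 gave 0.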

The ‘galactose metabolism’ (4 vs. 0) and ‘zeatin biosynthesis’ (2 vs. 0) pathways were unique to NH-JS1 as upregulated and downregulated DEGs, respectively (Supplementary Figure S3B).

### 2.5. Comprehensive Analysis of DEGs Related to GA-Responsive Flowering Pathways in Radish

We analyzed the differences in GA responses between the two inbred lines. A total of 3165 DEGs were identified in the two inbred lines with and without GA treatment. 

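TBIU068191, a unigene of AT5G56500, a chaperonin of the TCP-1/cpn60 family, lay at the floor in NH-JS1_GA and had 5473 ± 384 scaled counts (SD, n = 2) in NH-JS2_GA, at least 1820-fold higher against a floor of 3 counts per library, whereas the other 2 unigenes of AT5G56500 had a log2 fold change of 0.12. TBIU013128, a unigene of AT1G72290, a Kunitz-type protease inhibitor, was at least 641-fold lower in NH-JS2_GA than in NH-JS1_GA, and without GA it had 1946 ± 111 scaled counts (SD, n = 2) in NH-JS1. Of the other 13 unigenes of AT1G72290, 5 were lower and 8 did not pass an adjusted p of 0.05 from edgeR without GA, among these TBIU017348 (−0.01, adjusted p = 0.99). GASA1, a small GA-regulated peptide, had 630.7 ± 74 scaled counts (SD, n = 2) in NH-JS1 and 2066 ± 158 in NH-JS2, a log2 fold change of 1.71 (standard error 0.138, adjusted p = 2.27e-05 from edgeR's test). KIN2, a cold-induced protein, was lower in NH-JS2 without GA, with 999.9 ± 33.5 scaled counts in NH-JS1 and 193 ± 32.4 in NH-JS2 (SD, n = 2; log2 fold change −2.36, standard error 0.22, adjusted p = 5.44e-05 from edgeR). Many unigenes at the floor in 1 line have another unigene of the same Arabidopsis match that is higher in that line. In NH-JS2 vs. NH-JS1, edgeR called 1248 upregulated and 914 downregulated DEGs without GA, and 1097 and 840 with GA. Of these, 853 upregulated and 658 downregulated DEGs were shared, or 78% of the DEGs with GA, and 2588 unigenes were DEGs in at least 1 of the comparisons. Independent lists drawn from all 65934 unigenes tested would share 20.8 and 11.6. These figures are too low, as only 14131 unigenes without GA and 13930 with GA reached the count minimum. The 2 comparisons share no libraries. With the minimum of 500 applied to the mean of the libraries compared, 1436 DEGs were left without GA and 1273 with GA. Without NH-JS1 replicate 1 or 2, the DEGs without GA numbered 1300 and 1307 in all.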

A total of 1324 upregulated and 960 downregulated DEGs were detected in NH-JS2 vs. NH-JS1 with GA treatment, although approximately 80% (1764 DEGs) overlapped with those in NH-JS2 vs. NH-JS1 without GA treatment. Consequently, 313 upregulated and 207 downregulated GA-specific DEGs were detected in NH-JS2 compared with NH-JS1 (Figure 4A). 

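TBIU024603 of AT3G08030 and 2 of the 3 unigenes of AT3G08950, the DUF642 and SCO1/SenC proteins that changed with GA in NH-JS2, were DEGs between the lines with GA and not without it. The first had a log2 fold change of −0.09 without GA and 2.70 with GA (standard error 0.117, adjusted p = 5.72e-07 from edgeR), and TBIU039244 of AT3G08950 had 0.04 and −2.24 (standard error 0.103, adjusted p = 7.66e-07 from edgeR). Both passed the test of the difference, with interaction terms of 2.79 (adjusted p = 0.000531 from edgeR) and −2.28 (adjusted p = 0.000502). In all, 244 upregulated and 182 downregulated DEGs with GA were not DEGs without GA. Of these 426, 421 had the same direction without GA and 314 passed an adjusted p of 0.05 there in that direction, with a median absolute log2 fold change of 0.77 with GA and 0.54 without. In the test of the difference itself, 81 of the 426 had an unadjusted p under 0.05 and 3 were DEGs. Over all unigenes this interaction gave 3 upregulated and 3 downregulated DEGs by edgeR, and 7 and 8 by DESeq2. The number of GA-specific DEGs was 653 and 649 without NH-JS1 replicate 1 or 2, and 228 and 188 without NH-JS2_GA replicate 1 or 2. The number of DEGs of the interaction was 2 and 1 without NH-JS1 replicate 1 or 2 (1 and 1 of them among the 6), 10 without NH-JS1_GA replicate 2 (4 of them), 3 without NH-JS2 replicate 1 (3) and 11 without NH-JS2_GA replicate 1 (5).

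**Figure D2:**
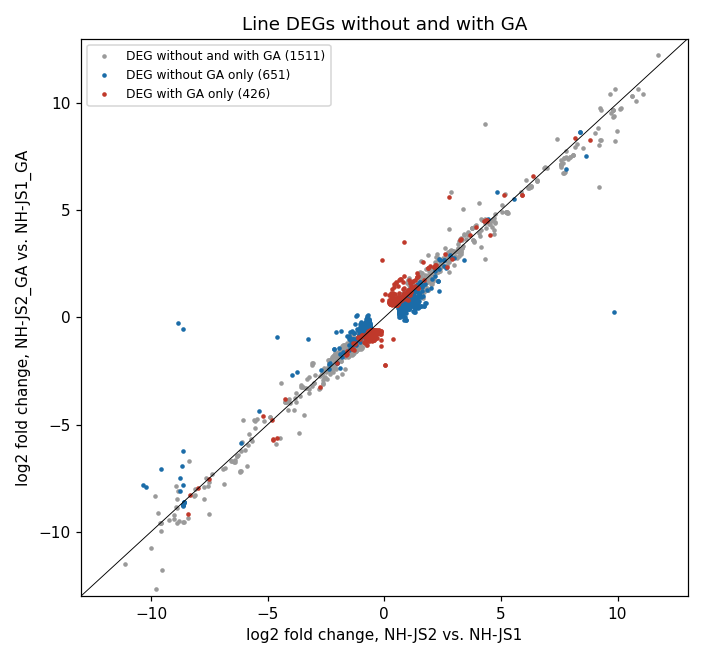
Log2 fold change of NH-JS2 vs. NH-JS1 without GA (horizontal axis) and with GA (vertical axis) for the 2588 unigenes that were DEGs in at least 1 comparison; grey points are the 1511 DEGs in both, blue points the 651 without GA, red points the 426 with GA, and the line marks equal values. The points lie along the line, with r = 0.979 across these unigenes, which are not independent replicates.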

To further evaluate the GA effect on phenotypic variation between the two lines, we conducted statistical enrichment of GA-specific DEGs in the two lines using KEGG pathway analysis. The GA-specific DEGs in the two inbred lines (NH-JS2_GA vs. NH-JS1_GA) were enriched in 13 significant pathways (Supplementary Figure S4). 

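In NH-JS2_GA vs. NH-JS1_GA, TBIU064072, a unigene of LCYE, the lycopene epsilon cyclase that starts the lutein branch, was at a mean of 113.2 ± 0.684 scaled counts (SD, n = 2) in NH-JS2_GA and at the floor in NH-JS1_GA, while of its other 9 unigenes 1 was higher and 8 did not pass an adjusted p of 0.05 from edgeR. For ZEP, which makes violaxanthin from zeaxanthin, 8 of 10 unigenes were higher and 2 lower, among the latter TBIU019031 with a log2 fold change of −1.28 (standard error 0.126, adjusted p = 7.74e-05 from edgeR's test). Of 69 unigenes of carotenoid biosynthesis and abscisic acid, 26 were higher and 3 lower at an adjusted p under 0.05 from edgeR (30 and 3 adjusted over the list alone), with a median log2 fold change of 0.33 (adjusted p = 0.00312 from camera in limma; adjusted p = 0.941 with an estimated correlation and 0.301 with 1 unigene per Arabidopsis gene). Of 63 unigenes of glucosinolate biosynthesis, 22 were higher and 0 lower (24 and 0 adjusted over the list alone; 2 lower at an unadjusted p under 0.05 and 0 by DESeq2), with a median of 0.26 (adjusted p = 0.00775 from camera; adjusted p = 0.969 with an estimated correlation and 0.215 with 1 unigene per Arabidopsis gene). MAM1, which elongates methionine for aliphatic glucosinolates, had 1476 ± 79 scaled counts in NH-JS1_GA and 2866 ± 218 in NH-JS2_GA (SD, n = 2; log2 fold change 0.96, standard error 0.157, adjusted p = 0.00167 from edgeR). CYP79B3, of indolic glucosinolate synthesis, had 23.16 ± 8.68 and 82.68 ± 5.87 scaled counts (SD, n = 2; log2 fold change 1.83, standard error 0.27, adjusted p = 0.000926 from edgeR). In the authors' deposited table, without a test, the log2 fold changes without GA were 6.6 for LCYE (TBIU064072) and −1.38 for ZEP (TBIU019031). They were 0.87 for MAM1 and 2.5 for CYP79B3. The counts of these lists cover all differences between the lines with GA, not the GA-specific DEGs alone. Beside them, 9513 of all 65934 unigenes tested were higher and 9401 lower in the same comparison at an adjusted p under 0.05 from edgeR. Without GA the carotenoid and glucosinolate lists had adjusted p-values of 0.00116 and 0.0363 from camera, and none passed with an estimated correlation. With 1 unigene per Arabidopsis gene their medians there were 0.35 and 0.26 (adjusted p = 0.302 and 0.304 from camera). For the difference between the GA effects of the lines, camera gave adjusted p-values of 0.919 and 0.445. In the authors' table NIA1 and GLT1, of nitrogen metabolism, had log2 fold changes of 1.29 and −0.17 without GA, and 2.24 and −0.66 with GA. Of 58 unigenes of nitrogen metabolism, 12 were higher and 4 lower with GA (9 and 3 adjusted over the list alone), with a median of 0.10 (adjusted p = 0.259 from camera in limma). Among them NIA1, a nitrate reductase, was higher (log2 fold change 2.20, standard error 0.323, adjusted p = 0.000876 from edgeR), and GLT1, an NADH-dependent glutamate synthase, was lower (−0.66, standard error 0.148, adjusted p = 0.00944), though not past an adjusted p of 0.05 without NH-JS1_GA replicate 2 (−0.49) or NH-JS2_GA replicate 2 (−0.56).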

The highly significant pathways included ‘carotenoid biosynthesis’, ‘biosynthesis of secondary metabolites’, ‘glucosinolate biosynthesis’, ‘arachidonic acid metabolism’, ‘nitrogen metabolism’, and ‘ubiquinone and other terpenoid-quinone biosynthesis’ (*p* < 0.001). 

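Without GA, 10134 of all 65934 unigenes tested were higher in NH-JS2 than in NH-JS1 and 9789 lower, at an adjusted p under 0.05 from edgeR. Among 807 unigenes of ribosomal proteins, 161 were higher, 32 were lower and 614 did not pass (134 and 29 adjusted over the list alone). Their median log2 fold change was 0.22 (adjusted p = 0.00116 from camera in limma; adjusted p = 0.813 with an estimated correlation), and 27 were upregulated and 3 downregulated DEGs. RFC3, a plastid ribosomal protein, was among the higher unigenes but under the count minimum for DEGs, and it lay near the floor in NH-JS1. It had 1.302 scaled counts in NH-JS1 and 44.96 in NH-JS2 (log2 fold change 4.96, standard error 0.406, adjusted p = 2.51e-05 from edgeR). With GA, 50 of the 807 were higher and 70 lower (47 and 49 adjusted over the list alone), at a median of −0.05 (adjusted p = 0.548 from camera in limma). Of 54 unigenes of chlorophyll metabolism, 18 were higher and 2 lower in NH-JS2 without GA (18 and 2 adjusted over the list alone), at a median of 0.44 (adjusted p = 0.00137 from camera; adjusted p = 0.813 with an estimated correlation). NYC1, which degrades chlorophyll b, had 491.8 ± 22.2 scaled counts in NH-JS1 and 1741 ± 228 in NH-JS2 (SD, n = 2; log2 fold change 1.83, standard error 0.211, adjusted p = 0.00021 from edgeR). TBIU033104 of SGR1, another factor of chlorophyll breakdown, had 815.2 ± 49.7 and 422.9 ± 8.04 (SD, n = 2; −0.95, standard error 0.107, adjusted p = 0.000182 from edgeR), and the other 5 unigenes of SGR1 did not pass. CHLG, the chlorophyll synthase, was lower in 1 unigene, with a log2 fold change of −3.67 (standard error 0.203, adjusted p = 2.29e-06), and higher in another, with 1.07 (standard error 0.149, adjusted p = 0.000662 from edgeR). Without NH-JS2 replicate 2, a library left out after its values had been seen, 72 ribosomal unigenes were higher and 36 lower without GA, at a median of 0.06, and the chlorophyll list had 12 higher and 4 lower, at a median of 0.09.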

In the absence of GA, the NH-JS2 vs. NH-JS1 DEGs primarily mapped to ‘ribosome’ followed by ‘aminoacyl-transfer RNA biosynthesis’, ‘porphyrin and chlorophyll metabolism’, and ‘pantothenate and CoA biosynthesis’ pathways. These combined results indicate that GA effects were indirectly rather than directly related to flowering or GA-related genes in the two inbred radish lines.

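GA2OX2, which deactivates GA, was higher in 1 unigene in NH-JS1 and in 3 in NH-JS2 when adjusted over the list of GA catabolism alone. The 6 unigenes of that list had a median log2 fold change of 0.90 in NH-JS1 (adjusted p = 0.000167 from camera in limma; adjusted p = 0.931 with an estimated correlation and 0.0657 with 1 unigene per Arabidopsis gene) and 0.80 in NH-JS2 (adjusted p = 0.000809 from camera; adjusted p = 0.636 with an estimated correlation). GID1A and GID1B, which are GA receptors, and the regulator SCL3 were among the lower unigenes of the 25 of GA perception and signalling, where 1 was higher and 7 lower in NH-JS1 and 1 and 8 in NH-JS2 adjusted over the list alone. Genes of GA biosynthesis had medians of −0.15 (adjusted p = 0.854 from camera) and −0.44 (adjusted p = 0.0185; adjusted p = 0.636 with an estimated correlation and 0.316 with 1 unigene per Arabidopsis gene) over 13 unigenes. Over all genes, 0 of the 93 unigenes of GA-related genes and 0 of the 266 of flowering genes passed an adjusted p of 0.05 with GA in either line by edgeR. At an unadjusted p under 0.05 there were 20 and 23 GA-related and 19 and 27 flowering unigenes in NH-JS1 and NH-JS2, and DESeq2 called 0 DEGs of either kind; at an adjusted p under 0.05, DESeq2 gave 1 flowering unigene higher in NH-JS2, that of FT (TBIU006696; adjusted p = 0.0237 from DESeq2), and 1 of the ageing list lower, 0 flowering unigenes in NH-JS1 and 0 GA-related ones in either line. Adjusted over the 5 flowering lists together, 1 unigene was higher with GA in NH-JS2, that of FT, which encodes the mobile signal for flowering, and adjusted over the ageing list alone 1 unigene each of SPL4 and TOE1 were lower. Without NH-JS2 replicate 2, the number of GA catabolism unigenes higher in NH-JS2 was 0 adjusted over the list alone, at a median of 0.43, and 1 unigene of the ageing list was lower over all genes. In the test of whether the GA effect differed between the lines, 14 flowering and 3 GA-related unigenes had an unadjusted p under 0.05 from edgeR, and 0 passed an adjusted p of 0.05. From the pathways assigned to its DEGs in these comparisons, the paper reads the effects of GA as indirectly, rather than directly, related to flowering or GA-related genes.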

To identify flowering time genes that respond to GA and affect bolting and flowering in our radish transcriptome data sets, we examined 218 flowering time genes [32] and 125 GA-related genes using the interactive flowering database FLOWerRing interactive database (FLOR-ID) and published literature on DEGs in flowering-related pathways (Supplementary Table S3). We applied the same following criteria: |log2 (fold-change)| ≥ 0.6, false discovery rate (FDR) ≤ 0.01, and read counts ≥ 500. 

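ELF3, SOC1, AGL19, FPA and VRN1 were upregulated in NH-JS2_GA relative to NH-JS1_GA, and FLC, TOE1 and SPA1 were downregulated. AGL19 is a MADS-box activator of flowering and FPA an RNA-binding repressor of FLC, VRN1 keeps FLC silent after cold, and TOE1 and SPA1 act against flowering. SPA1 had a log2 fold change of −1.29 and FPA of 0.75 in 1 of 4 unigenes (standard error 0.121, adjusted p = 0.0016 from edgeR's test), and the 2 TOE1 unigenes called had −0.96 and −1.05. Of the 266 unigenes of 67 flowering genes, 51 were higher and 29 lower in NH-JS2_GA at an adjusted p under 0.05 (54 and 29 adjusted over the lists alone). Among all 65934 unigenes tested, 9513 were higher and 9401 lower at this cut, a share close to that of the flowering unigenes. By list, 13 of 25 unigenes of floral integrators were higher and 2 lower, 7 of 56 of the vernalization pathway higher and 13 lower, 24 of 103 of photoperiod and the clock higher and 5 lower, 7 of 42 of the autonomous pathway higher and 1 lower, and 0 of 40 of the ageing pathway higher and 8 lower. The ageing list had 1 unigene higher at an unadjusted p under 0.05 and 0 by DESeq2. Adjusted over each list alone these were 16 and 2, 8 and 13, 25 and 5, 1 and 0, and 0 and 7. Past the criteria for DEGs were 11 upregulated and 7 downregulated unigenes of 8 genes by edgeR, and 17 and 8 unigenes by DESeq2.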

We detected 15 upregulated DEGs and 6 downregulated flowering time DEGs in response to GA in the two inbred lines (Figure 4B, Supplementary Table S4). A total of 17 flowering time DEGs in response to GA overlapped with those in the absence of GA in the two lines. 

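Of the 18 flowering unigenes called between the lines with GA, 14 were also DEGs without GA. The other 4 were 1 unigene of ELF3 (TBIU060271, log2 fold change 0.77 with GA, adjusted p = 0.00299 from edgeR's test) and 3 of FLC. Without GA, 14 upregulated and 4 downregulated unigenes were called in all. Among those called there and not with GA were 2 unigenes of SVP, a MADS-box repressor of flowering, 1 of which had 544.4 ± 36.6 scaled counts in NH-JS1 and 853 ± 7.64 in NH-JS2 (SD, n = 2; log2 fold change 0.65, standard error 0.0982, adjusted p = 0.00107 from edgeR). Of the 266 unigenes, 57 were higher and 30 lower in NH-JS2 without GA at an adjusted p under 0.05 (60 and 32 adjusted over the lists alone). Among all 65934 unigenes tested, 10134 were higher and 9789 lower at this cut.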

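ELF3 (TBIU017688), which gates the clock's response to light, had 59.33 ± 1.05 scaled counts in NH-JS1_GA and 868 ± 101 in NH-JS2_GA (SD, n = 2), a log2 fold change of 3.87 (standard error 0.146, adjusted p = 2.78e-07 from edgeR's test). Without GA the log2 fold change was 3.41 (standard error 0.142, adjusted p = 4.86e-07 from edgeR), with 68.34 ± 6.25 in NH-JS1 and 727.9 ± 63.6 in NH-JS2 (SD, n = 2). With GA, other ELF3 unigenes had 3.84 and 3.55. SOC1 was called in 2 unigenes. TBIU065173 had 311.9 ± 53.2 scaled counts in NH-JS1_GA and 2721 ± 594 in NH-JS2_GA (SD, n = 2), a log2 fold change of 3.12 (standard error 0.268, adjusted p = 3.37e-05 from edgeR), and without GA 2.81 (standard error 0.266, adjusted p = 6.13e-05). TBIU057467 had 130.8 ± 32.1 and 1132 ± 256 with GA (SD, n = 2), a log2 fold change of 3.11 (standard error 0.279, adjusted p = 4.38e-05 from edgeR).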

*RsELF3* and *RsSOC1 Ft* DEGs were the most strongly upregulated among the GA-responsive DEGs. By contrast, *RsFLC* (Theragen Bio Institute Unigene: TBIU004737) and *RsMAF2*, which are flowering repressors, were downregulated in NH-JS2 with similar expression levels in the absence of GA as in our previous report [32]. 

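FLC (TBIU004737), the MADS-box repressor of flowering that vernalization silences, had 1708 ± 236 scaled counts in NH-JS1, 1706 ± 121 in NH-JS1_GA, 1419 ± 201 in NH-JS2 and 1116 ± 13.3 in NH-JS2_GA (SD, n = 2). The log2 fold change between the lines was −0.27 without GA (standard error 0.139, adjusted p = 0.189 from edgeR's test) and −0.61 with GA (standard error 0.14, adjusted p = 0.0102), and their difference was −0.34 (standard error 0.197, unadjusted p = 0.115 from edgeR). TBIU041406, the unigene the paper names RsMAF2, has FLC as its Arabidopsis match in the deposited table. It had 804.3 ± 8.68, 685.3 ± 9.19, 536.2 ± 56.3 and 438.7 ± 27.2 scaled counts (SD, n = 2) in the same order, with log2 fold changes of −0.58 without GA (standard error 0.107, adjusted p = 0.00325 from edgeR) and −0.64 with GA (standard error 0.108, adjusted p = 0.00196). Its relative TBIU041410 had −0.61 (adjusted p = 0.00318) and −0.68 (adjusted p = 0.00181 from edgeR). For TBIU004737 with GA, DESeq2 gave an adjusted p of 0.00117, and the edgeR test no longer passed an adjusted p of 0.05 without NH-JS1_GA replicate 2 (−0.53), NH-JS2_GA replicate 1 (−0.61) or NH-JS2_GA replicate 2 (−0.60).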

Although no significant differences were observed with and without GA treatment, the differential expression of these flowering time DEGs was slightly increased by GA (Supplementary Table S4). 

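Of the 18 flowering unigenes called between the lines with GA, 16 had a larger absolute log2 fold change with GA than without it, and of the 18 called without GA 12 did. The first 18 were selected by their values with GA, which favours larger fold changes there; their median difference was 0.11, from −0.02 to 0.46, the highest value being that of ELF3 (TBIU017688). In the test of the difference itself 0 of the 18 passed an unadjusted p of 0.05 or an adjusted p of 0.05 by edgeR, and DESeq2 called 0 flowering DEGs for this difference. These 18 unigenes come from 8 Arabidopsis genes and are not independent of one another.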

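GASA1 and GASA6, small GA-regulated peptides, were upregulated in NH-JS2_GA relative to NH-JS1_GA, and GASA4 and the expansin EXPA1 were downregulated. GASA1 had 612.7 ± 70.7 scaled counts in NH-JS1_GA and 1657 ± 151 in NH-JS2_GA (SD, n = 2; log2 fold change 1.44, adjusted p = 6.6e-05 from edgeR's test), and GASA4 had a log2 fold change of −0.97 (adjusted p = 0.00499) in 1 unigene and −0.11 (adjusted p = 0.75) in another. Of the 93 unigenes of 35 GA-related genes, 6 were higher and 7 lower at an adjusted p under 0.05 (4 and 6 adjusted over the lists alone), and 3 were upregulated and 3 downregulated DEGs, from 4 genes. Of 49 unigenes of the GASA family and expansins, 4 were higher and 7 lower (4 and 6 adjusted over the list alone), with a median log2 fold change of 0.10 (adjusted p = 0.914 from camera in limma). Of the 6 DEGs, 4 were DEGs without GA as well. KAO2, an enzyme of GA biosynthesis, was higher in NH-JS2 both without GA (log2 fold change 1.63, standard error 0.283, adjusted p = 0.00237 from edgeR) and with GA (1.07, standard error 0.305, adjusted p = 0.0283), under the count minimum, and with GA it no longer passed without any 1 of the NH-JS1_GA and NH-JS2_GA libraries (from 0.89 to 1.25).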

We detected 6 upregulated and 4 downregulated GA-related DEGs in the two inbred lines that were classified as ‘response to GA’ using the same criteria (Figure 4C, Supplementary Table S5). 

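GASA6 (TBIU012151) had 1216 ± 91.2 scaled counts in NH-JS1_GA and 2589 ± 63.2 in NH-JS2_GA (SD, n = 2), a log2 fold change of 1.09 (standard error 0.158, adjusted p = 0.000834 from edgeR's test). EXPA1 (TBIU018148), which loosens cell walls, had 1070 ± 37.3 and 129.6 ± 21.3 (SD, n = 2; −3.05, standard error 0.294, adjusted p = 6.9e-05 from edgeR). PIF4 (TBIU064919), a light- and temperature-dependent regulator of growth, had 2474 ± 166 and 1017 ± 22.8 (SD, n = 2; −1.28, standard error 0.222, adjusted p = 0.00233 from edgeR). Both were also lower in NH-JS2 without GA. There EXPA1 (TBIU018148) had −3.01 (standard error 0.306, adjusted p = 9.53e-05 from edgeR). PIF4 passed an adjusted p of 0.05 from edgeR there, and had −1.1 in the authors' deposited table. None of the 4 unigenes of MYB28 and 2 of MYB29, regulators of aliphatic glucosinolates, passed the test with GA. MYB28 (TBIU053326) had 506.3 ± 133 and 434.4 ± 18.6 (SD, n = 2; −0.22, adjusted p = 0.368 from edgeR), and MYB29 (TBIU044986) had 472 ± 99.7 and 502.3 ± 57.1 (SD, n = 2; 0.09, standard error 0.15, adjusted p = 0.712). Without GA these unigenes were lower in NH-JS2, at −0.75 (standard error 0.164, adjusted p = 0.00778 from edgeR) and −0.72 (standard error 0.15, adjusted p = 0.00642), whereas the most abundant unigene of MYB28 (TBIU017661) had −0.19 without GA (adjusted p = 0.253) and 0.11 with GA (adjusted p = 0.521). With GA, MYB28 (TBIU053326) passed an adjusted p of 0.05 without NH-JS1_GA replicate 2 (−0.46). GASA6 was also higher in NH-JS2 without GA (0.77, standard error 0.157, adjusted p = 0.00561 from edgeR), which did not pass an adjusted p of 0.05 without NH-JS1 replicate 2 (0.65).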

The GA-regulated flowering activator *RsGASA6* [36] was more strongly upregulated in NH-JS2 than in NH-JS1, whereas *RsEXPA1*, *RsPIF4*, and *RsMYB28* or *RsMYB29* were more strongly downregulated in NH-JS2 than in NH-JS1 with GA treatment. The expression of GA-related DEGs *RsGNC*, R*sVI1*, *RsMYB59*, and *RsBETAFRUCT4* was unique to NH-JS2 in response to GA. 

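GNC (TBIU000151), a GATA factor that promotes greening, had 429.9 ± 3.69 scaled counts in NH-JS1_GA and 655.5 ± 54.3 in NH-JS2_GA (SD, n = 2), a log2 fold change of 0.61 (standard error 0.12, adjusted p = 0.00485 from edgeR's test). The vacuolar invertase VI1 (TBIU016614) had 579.1 ± 111 and 267 ± 2.55 (SD, n = 2; −1.12, standard error 0.154, adjusted p = 0.000615 from edgeR), and BETAFRUCT4 (TBIU033967), another vacuolar invertase, had 1775 ± 150 and 854.5 ± 66.8 (SD, n = 2; −1.05, standard error 0.189, adjusted p = 0.0028). MYB59 (TBIU028307), a MYB transcription factor, had 360 ± 24.8 and 574.3 ± 26.9 (SD, n = 2; 0.67, standard error 0.103, adjusted p = 0.00117 from edgeR). Other unigenes of these genes passed an adjusted p of 0.05 from edgeR with GA in the same direction in part. These were 0 of 3 for GNC, 4 of 7 for MYB59, 1 of 4 for BETAFRUCT4 and 2 of 2 for VI1. For BETAFRUCT4, 1 other unigene passed in the opposite direction without GA. Without GA the log2 fold changes were 0.37 for GNC (adjusted p = 0.0486), −0.51 for VI1 (adjusted p = 0.0286), 0.36 for MYB59 (adjusted p = 0.0265) and −0.46 for BETAFRUCT4 (adjusted p = 0.0979 from edgeR). With GA in NH-JS2 itself, VI1 had a log2 fold change of −1.17 (standard error 0.155, adjusted p = 0.0583 from edgeR; adjusted p = 1.42e-06 from DESeq2), and GNC had 0.24 (adjusted p = 0.619), MYB59 −0.13 (adjusted p = 0.782) and BETAFRUCT4 −0.19 (adjusted p = 0.841 from edgeR). Without NH-JS1 replicate 1, NH-JS1 replicate 2 or NH-JS2 replicate 2, the differences without GA no longer passed an adjusted p of 0.05 for GNC (0.26, 0.46 and 0.25), VI1 (−0.48, −0.56 and −0.39) and MYB59 (0.34, 0.36 and 0.29), and that of BETAFRUCT4 passed without NH-JS2 replicate 2 (−0.83). GNC also missed it by DESeq2 (0.37), with no filter on low counts (0.34), and without NH-JS1_GA replicate 1 (0.36), NH-JS1_GA replicate 2 (0.36), NH-JS2_GA replicate 1 (0.36) or NH-JS2_GA replicate 2 (0.37), and MYB59 by DESeq2 (0.36), and both GNC and MYB59 missed it in a fit of the 2 groups alone.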

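GRP7 (TBIU039511), an RNA-binding protein of the autonomous pathway, had 3810 ± 599 scaled counts in NH-JS1_GA and 6022 ± 7.35 in NH-JS2_GA (SD, n = 2), a log2 fold change of 0.66 (standard error 0.168, adjusted p = 0.0171 from edgeR's test; adjusted p = 0.00044 from DESeq2). The interaction, or the GA effect in NH-JS2 less that in NH-JS1, was 0.33 for GRP7 (standard error 0.236, unadjusted p = 0.202 from edgeR). For GNC it was 0.24 (standard error 0.17, unadjusted p = 0.192), for MYB59 0.31 (standard error 0.145, unadjusted p = 0.0605) and for VI1 −0.61 (standard error 0.212, unadjusted p = 0.0197 from edgeR). BETAFRUCT4 had −0.59 (standard error 0.265, unadjusted p = 0.0541), and the FLC unigenes TBIU041406 and TBIU041409 had −0.06 and −0.07 (unadjusted p = 0.696 and 0.652 from edgeR). Each of these had an adjusted p of 1 in this test. With GA, the difference in GRP7 between the lines no longer passed an adjusted p of 0.05 by edgeR without NH-JS1_GA replicate 2 (0.51), NH-JS2_GA replicate 1 (0.67) or NH-JS2_GA replicate 2 (0.66).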

RNA-seq analysis indicated that only 8 flowering time and GA-related DEGs were differentially expressed in response to GA between the two lines (Figure 4D). We concluded that this result is insufficient to provide insights into the flowering mechanism in radish.

### 2.6. RsFT and RsSOC1-1 Floral Integrators Were Responsive to GA under Marginal Vernalization in Radish Flowering Pathways

To identify the undetected GA-specific flowering time transcripts and corroborate the putative GA-responsive flowering time DEGs, we compared transcript levels of flowering genes in the two inbred lines by performing qPCR analyses. For this purpose, we selected flowering time DEGs that exhibited different expression levels in the presence and absence of GA or were primarily involved in the flowering biological pathway and gibberellin pathways (Figure 5).

First, we identified changes in expression levels of flowering time genes involved in the GA biosynthesis and signaling pathway. The trends of GA-induced increases and decreases in gene expression levels were similar in both lines. However, the transcript fold-changes in *RsGA20ox2*, *RsKAO2*, *RsGID1A*, *RsGAI* (DELLA), and *RsGA2ox2* levels in response to GA differed between the two lines from 1.5-fold up to 5-fold. *KAO2*, *GA20ox2*, and *GA20ox3* are included in the GA biosynthesis pathway in Arabidopsis [37], whereas *GID* and *GAI* [38,39] function in GA-signaling pathway as a GA receptor and GA negative regulator, respectively, belonging to the DELLA family [40,41]. *RsBETAFRUCT4* transcript levels were similar in the presence and absence of GA, unlike a GA-specific DEG identified in RNA-seq analysis (Figure 5A).

To determine the expression levels of flowering time genes involved in the photoperiod pathway, we performed qPCR analysis of *RsELF3*, *RsLHY*, *RsGI*, *RsTEM1*, and *RsCO1 Ft* genes. 

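Within a line, the 3 ELF3 unigenes that differed most between the lines did not pass the test of GA in the RNA-seq data. TBIU017688 had a log2 fold change with GA of −0.20 in NH-JS1 (standard error 0.165, adjusted p = 0.818 from edgeR's test) and 0.25 in NH-JS2 (standard error 0.119, adjusted p = 0.581). TBIU017687 had −0.19 (adjusted p = 0.835) and 0.24 (adjusted p = 0.6), and TBIU017689 −0.11 (adjusted p = 0.918) and 0.23 (adjusted p = 0.605 from edgeR). For TBIU017688 the GA effects of the lines differed by 0.46 (standard error 0.203, unadjusted p = 0.0524, adjusted p = 1 from edgeR).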

*RsELF3* did not respond to GA in either line in the qPCR analysis, unlike in the RNA-seq analysis. The morning loop gene [42] *RsLHY* slightly decreased in both inbred lines when treated with GA; eventually, the differential expression levels between the two lines changed in response to GA. Similarly, qPCR analysis of *RsGI* and *RsTEM1* DEG expression levels significantly differed in the two lines in response to GA (1.5-fold up to 2.5-fold), whereas the *RsCO* transcript level did not differ between the two lines in response to GA. *GI* positively regulates *CO* and was increased by GA treatment, and their upregulation patterns were consistent with previous studies [13,43]. TEM1 directly represses expression of the GA_4_ biosynthetic genes *GA3OX1* and *GA3OX2* [44], and acts to immediately repress flowering time gene expression and counteract the activator *CO* gene expression in Arabidopsis [45]. Thus, TEM1 links both photoperiod and gibberellin pathways to control flowering. *RsTEM1* was reduced in response to GA in the same manner that *GA3OX* genes were significantly upregulated in the *tem1* mutant in Arabidopsis. However, the comparative transcript levels in early- and late-flowering inbred lines did not match the bolting traits; *RsTEM1* expression was higher in NH-JS2 than in NH-JS1, and the differential expression levels were slightly larger in response to GA (Figure 5B).

Next, we quantified the expression of vernalization pathway genes. Transcript levels of the flowering repressor *RsFLC1* (TBIU004737) were lower in NH-JS2 in response to GA. Conversely, the transcript level of *RsAGL19*, a repressor of FLC1, was higher in NH-JS2 in the presence of GA. *RsFLC1* (TUBI055229) transcript levels between two lines were not significant to GA as shown in Supplementary Figure S1. *RsVRN1* expression was strongly increased in late bolting NH-JS1 plants without GA treatment, consistent with our previous RNA-seq results [32]. *RsVRN1* expression in NH-JS1 plants with GA treatment was reduced to a rarely expressed level (about 10-fold), whereas its expression was increased (approximately 2-fold) in NH-JS2 plants with GA treatment. Therefore, *RsVRN1* transcript level was higher in NH-JS2 than NH-JS1 after GA treatment, which may contribute to the observed GA hypersensitivity of NH-JS2 for early bolting and flowering. Expression of the repressor gene *RsMAF2* also responded to GA; it was less sensitive to GA stimulation in NH-JS2, whereas its transcript level was reduced about 4-fold in response to GA treatment in NH-JS1 (Figure 5C).

The expression of flowering time genes involved in the integration of multiple flowering signals was evaluated. The key floral integrator *RsFT* showed significantly different gene expression levels in response to GA in the two inbred lines. There was essentially no difference in the expression level of *RsFT* gene in NH-JS1, whereas transcript levels were more than 3-fold higher in NH-JS2 with GA than without GA. The flowering time integrator *RsSOC1-1* also showed significantly higher expression levels in response to GA treatment in NH-JS2, but were slightly reduced by GA in NH-JS1. The expression level of *RsSOC1-2*, an isoform of *SOC1*, also changed similarly as *RsSOC1-1* in response to GA between the two lines (Figure 5D). *RsSOC1-3* expression levels were not detected in this study (data not shown).

Several GA-specific flowering time genes were quantitatively identified by qPCR analysis. 

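GA2OX2 (TBIU053461), a GA 2-oxidase, had 122 ± 21.5 scaled counts in NH-JS1, 208.7 ± 10.6 in NH-JS1_GA, 129.2 ± 77.1 in NH-JS2 and 248.8 ± 37.5 in NH-JS2_GA (SD, n = 2), below the minimum of 500. With GA its log2 fold change was 0.78 in NH-JS1 (standard error 0.323, adjusted p = 0.603 from edgeR's test) and 0.92 in NH-JS2 (standard error 0.325, adjusted p = 0.523). The GA receptor GID1A (TBIU064472) had 287.7 ± 20.3, 185.1 ± 14, 315.1 ± 91.7 and 183.5 ± 25.6 (SD, n = 2) in the same order, with −0.64 (standard error 0.196, adjusted p = 0.496 from edgeR) and −0.79 (standard error 0.198, adjusted p = 0.408). TEM1 (TBIU011903), a repressor of FT, had 110.4 ± 14.5, 104.9 ± 49.8, 258.3 ± 10.1 and 181.4 ± 10.9 (SD, n = 2) and was higher in NH-JS2 without GA (log2 fold change 1.23, standard error 0.261, adjusted p = 0.00691 from edgeR), while with GA it had 0.79 (standard error 0.266, adjusted p = 0.0558). AGL19 (TBIU033103) had 302.6 ± 24.1, 274.1 ± 5.28, 638.9 ± 54.9 and 622.7 ± 7.88 (SD, n = 2), was higher in NH-JS2 with GA (1.18, standard error 0.11, adjusted p = 5.47e-05 from edgeR), and had −0.14 (adjusted p = 0.805) and −0.04 (adjusted p = 0.962) with GA within NH-JS1 and NH-JS2. TEM1 missed an adjusted p of 0.05 without GA when NH-JS1 replicate 1 was left out (1.09), and with GA passed it by DESeq2 (0.79) or without NH-JS1_GA replicate 2 (1.38). GA2OX2 passed it in NH-JS2 without NH-JS2 replicate 1 (1.74).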

Some flowering time genes were not detected as flowering time- or GA-related DEGs due to RNA-seq limitations, including low abundance (*RsGA2OX2*, *RsGID1A*, *RsTEM1*, and *RsFT*) or differential expression estimation (*RsAGL19*, *RsSOC1-1*, and *RsSOC1-2*) (Supplementary Figure S5). The qPCR results revealed a transcriptional GA feedback loop that regulates GA primary response genes rather than exogenous GA treatment in radish. Expression of the essential floral genes *RsFLC1*, *RsFT*, and *RsSOC1-1*, which are generally responsible for the floral transition, was consistent with the bolting phenotype induced by GA treatment in radish.

## 3. Discussion

Our previous study confirmed that vernalization-mediated flowering in NH-JS2 (early-bolting phenotype) differs from that of NH-JS1 (late-bolting phenotype) [32]. Here, we investigated bolting processes closely linked to GA action under different vernalization periods. We found that NH-JS2 was more sensitive than NH-JS1 to the effect of vernalization after treatment with different concentrations of GA. To identify the GA-responsive molecular network that regulates the flowering pathway in radish, we performed RNA-seq in the two inbred lines treated with or without exogenous GA. The GA-responsive flowering time DEGs and major flowering time genes, which regulate bolting in Arabidopsis, were biologically confirmed by qPCR analysis. We suggest a gene regulatory network for controlling bolting time in response to GA in radish. Based on this model, we propose that GA promotes the vegetative-to-reproductive transition in radish by upregulating expression of the floral integrators *FT* and *SOC1* under insufficient vernalization conditions. The GA effect on flowering pathways is moderately conserved between radish and Arabidopsis.

### 3.1. The Two Inbred Radish Lines Display Different Bolting Times in Response to GA Treatment

GA is a positive plant growth regulator that speeds up bolting and flowering in many species [10,23,28,46] including Arabidopsis [47]. However, the effects of GA on bolting time and the molecular mechanism of GA-mediating flowering had not been reported in radish. To determine how bolting responds to GA under different vernalization periods in radish, we treated seeds of two inbred lines with GA and found that NH-JS2 displayed more bolting than NH-JS1 under insufficient vernalization conditions. In NH-JS1, bolting did not occur when vernalization was relatively short (10 days) even with GA treatment; however, bolting did occur when vernalization was increased to 20 days with the same GA concentration (Figure 1). By contrast, the vegetative growth responses of both inbred lines to GA were essentially the same (Figure 2). GA significantly promoted bolting in NH-JS2 under insufficient vernalization conditions (10 days), but NH-JS1 displayed less bolting under the same conditions (Figure 3). This result indicates that GA has a stronger effect on the early bolting NH-JS2 line, but the late bolting NH-JS1 line reacts more sensitively to vernalization period than exogenous GA treatment. These combined results demonstrate that vernalization is an indispensable factor, whereas GA is likely to have a causal role for bolting and flowering in radish. Similarly, the grass *Lolium perenne* requires both vernalization and long-day conditions for inflorescence initiation, whereas GA promotes bolting in vernalized plants and does not affect nonvernalized plants [28]. Vernalization is essential for bolting and flowering in cauliflower (*Brassica oleracea* var. botrytis), and flowering did not occur in nonvernalized plants even with sufficient GA application [48].

### 3.2. GA-Responsive Flowering Time DEGs in Radish

In recent GA-responsive transcriptome studies, the most prominent gene expression changes in different tissues of *Populus tomentosa* and *Jatropha curcas* plants occurred 6 h after GA treatment [49,50]. Before performing RNA-seq analysis, we collected four samples at 6 h, and at 2, 4, and 6 days after GA treatment to check the expression levels of major flowering time genes using qPCR analysis. The differences in expression of key flowering gene such as *RsSOC1* was prominent on the sixth day after GA treatment between the two lines (Supplementary Figure S1), so RNA-seq analysis was performed on the sixth day after GA treatment (Supplementary Figure S2A). Although the bolting phenotypes induced by GA are distinct, GA-responsive flowering time DEGs were rare even though |log_2_ (fold-change)| ≥ 0.6, FDR ≤ 0.01, and read count ≥ 500 were used as criteria (Figure 4). Flowering time genes could be assumed to be expressed at very low levels in response to GA; this is consistent with results in other crops as transcriptomes were analyzed without read counts involving flowering time DEGs [51,52,53]. We obtained 21 GA-responsive flowering time DEGs in NH-JS2 vs. NH-JS1. The numbers of upregulated vs. downregulated flowering time DEGs differed by approximately 3-fold between the two lines (upregulated vs. downregulated flowering time DEGs, 15:6) (Supplementary Table S4). Although RNA-seq is a powerful tool, there are limits for accessing low abundance transcripts, managing biological variation, and estimating differential expression. Thus, some transcripts may not be captured in the final set of reads. To overcome these limits of detection for certain genes, we conducted qPCR analysis of GA-responsive flowering time genes. Most of the detected GA-responsive flowering time DEGs were similar in the qPCR results, but fold-differences were observed due to normalization (Figure 5). In particular, qPCR analysis of the GA pathway flowering time DEGs (*RsGA20ox2*, *RsGA2ox2*, *RsKAO2*, and *RsGAI*) revealed greater differences in expression levels in response to GA in the two inbred lines than those detected in RNA-seq analysis. The qPCR results for the vernalization pathway gene *RsVRN1* showed remarkable differences in response to GA in NH-JS1, but little differences in NH-JS2. Both qPCR and RNA-seq identified significant differences in expression levels of the key floral genes *RsFT* and *RsSOC1-1* in the two lines according to the bolting traits under GA treatment (Figure 5 and Supplementary Figure S5). 

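FT (TBIU006696), the mobile signal for flowering, had 2.223 ± 0.764 scaled counts in NH-JS1, 1.511 ± 0.721 in NH-JS1_GA, 18.68 ± 2.95 in NH-JS2 and 91.52 ± 41.7 in NH-JS2_GA (SD, n = 2). Between the lines its log2 fold change was 3.03 without GA (standard error 0.623, adjusted p = 0.0058 from edgeR's test) and 5.82 with GA (standard error 0.538, adjusted p = 5.32e-05). These values depend on counts close to the floor in NH-JS1 and lie below the count minimum. With GA in NH-JS2, FT went from 20.8 and 16.6 to 62 and 121 (log2 fold change 2.28, standard error 0.36, adjusted p = 0.106 from edgeR). The GA effects of the lines differed by 2.79 (standard error 1.14, unadjusted p = 0.0373, adjusted p = 1 from edgeR). SOC1 (TBIU065173), which acts downstream of FT, had log2 fold changes with GA of 0.17 in NH-JS1 (standard error 0.263, adjusted p = 0.929 from edgeR) and 0.48 in NH-JS2 (standard error 0.243, adjusted p = 0.615), and the effects differed by 0.32 (unadjusted p = 0.401). For FT in NH-JS2, DESeq2 gave a log2 fold change of 2.29 (adjusted p = 0.0237), and the edgeR test passed an adjusted p of 0.05 without NH-JS2_GA replicate 1 (2.68).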

Our results indicate that qPCR analysis helped to provide deeper insights into the GA-responsive characteristics of radish. Further studies are needed to identify the specific functions of these genes and their molecular networks in the transition from vegetative to reproductive development in radish.

### 3.3. A Gene Regulatory Network Model for GA-Responsive Flowering in Radish

It is crucial to identify the molecular mechanism mediating GA responses to determine how GA application integrates the activation of flowering pathways, although it is known that GA accelerates flowering by degrading DELLA repressors. We utilized our qPCR results to develop a model for the three main flowering pathways, gibberellin, vernalization, and photoperiod, under GA treatment in radish (Figure 6). These three pathways converge on flowering integrators. By analyzing GA pathway genes, we identified that activators of GA signaling and biosynthesis were downregulated in response to GA application, whereas repressors were upregulated under low GA levels, indicating a transcriptional GA feedback mechanism functions in radish and other plant species [54]. Our results indicate that the expression of both GA biosynthesis and signaling genes was sensitive to GA, and GA maintains homeostasis through a strict mechanism in radish. In the radish photoperiod pathway, GA stimulates bolting through *RsLHY*, *RsGI*, and *RsTEM1* as activators and a repressor, respectively. LATE ELONGATED HYPOCOTYL (LHY) is a core component of the circadian oscillator [55]. GIGANTIA (GI) has roles in induction of photoperiodic flowering through FLAVIN-BINDING KELCH REPEAT, F-BOX1 (FKF1) protein interaction [56] and functions as a chaperon in the maturation of photoreceptor ZEITLUPE (ZTL) [57], whereas the TEMPRANILLO1 (TEM1) transcription factor negatively regulates GA biosynthesis and directly represses FLOWERING LOCUS T (FT) transcription [45]. Although the expression level of these genes whose expressions are regulated by circadian rhythm was determined at the one time point as 10 a.m., our result shows that GA stimulates the photoperiod pathway activator *RsGI* and represses the *RsTEM1* floral repressor in radish. In the radish vernalization pathway, *RsVRN1* was the most GA-responsive and unique gene that displayed expression pattern changes under GA treatment, consistent with the bolting characters in both lines. The transcript levels declined in response to GA in the late-bolting NH-JS1 line (approximately 14-fold change), whereas the early-bolting line NH-JS2 showed inversely increased expression in response to GA (approximately 2-fold change). Vernalization1 (VRN1) is central to the vernalization response and important to maintain repression of the flowering repressor VRN2, ultimately promoting the upregulation of flowering time expression in Arabidopsis [58]. This result suggests that changes in *RsVRN1* expression in response to GA could largely induce the transition from vegetative to reproductive growth in radish under marginal vernalization conditions. Each flowering pathway was distinct or interrelated, and eventually converged to the floral integrators FT, SOC1, and LFY. Ultimately, upregulation of *RsFT* and *RsSOC1-1* in response to GA is sufficient to induce bolting. *RsLFY* was rarely expressed in both RNA-seq and qPCR analyses in this study. Our RNA-seq results confirmed that most of the flowering gene expression levels were very low, which could be due to two reasons: (1) We performed RNA-seq analysis of young radish shoots, and (2) GA-mediated flowering induction is likely to be effective even at very low levels of gene expression. This study identified transcripts that have differentially low expression levels in response to GA in early-bolting and late-bolting inbred radish lines. These DEGs may reveal crucial information about GA-mediated flowering in radish (Figure 6).

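Unigenes of flowering genes had a median of 264 scaled counts over the 266 tested, and 66 of them had a mean below 100. FT lay at the low end, and CO, the photoperiod activator of FT, had 5.667 scaled counts in NH-JS1, 9.57 in NH-JS1_GA, 17.81 in NH-JS2 and 19.87 in NH-JS2_GA (TBIU047519, means of 2 libraries). The clock gene GI (TBIU054300) was much higher, with 1362, 1516, 1452 and 1441 in the same order. Depending on the comparison, 91 to 104 of the 266 unigenes met the count minimum of 500. GA-related genes had a median of 150 over 93 unigenes, of which 40 had a mean below 100. LFY, the regulator of floral meristem identity, was on the list of floral integrators, of whose 10 genes 6 had a matching unigene. No value for LFY is given here.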

## 4. Materials and Methods

### 4.1. Plant Materials, Exogenous GA Treatment, and Bolting Trait Analysis

The NH-JS1 (late-bolting) and NH-JS2 (early-bolting) radish inbred lines were developed by NongHyup Seed (Geonggi-do, Anseong, Korea) [32]. Seeds of each line were sterilized by soaking in 70% ethanol and 10% chlorine bleach for 30 min to disinfect the seed coat, and then washed with sterile distilled water at least three times. To investigate the effect of exogenous GA on seedlings, seeds of each line were sown on filter paper treated with 5 mL of 0, 0.1, or 10 mM GA (Duchefa Biochemie, Haarlem, The Netherlands) at 25 °C for 1 day. Seedlings with a length of 1–2 mm were grown in the growth room under long-day conditions (25 °C, 16 h light/8 h dark photoperiod at 100 µmol m^−2^s^−1^) for 14 days. Thereafter, the seedlings were vernalized in a cold room (5 ± 1 °C, 12 h light/12 h dark at 100 µmol m^−2^s^−1^) for 0, 10, and 20 days, and then transferred to sterilized soil and grown under normal growth conditions. Twenty seedlings were used for each bolting test. To test the effect of exogenous GA on young plants, 4-day-old seedlings were vernalized (as described above) for 10 days and then transferred to the growth room for 2 weeks to acclimatize. After acclimation, 10 mM GA solution was sprayed directly on the leaves, and plants were grown in the growth room for up to 50 days after spraying. Plants were examined for bolting at 0, 15, 20, 25, 30, 35, and 40 days after vernalization (DAV); more than 20 plants were used for each test. The percentage of bolted plants was calculated by counting the number of plants with floral axis lengths ≥1 cm relative to the plants without floral axes. The bolting percentages for each inbred line after GA treatment of seeds were calculated at 25, 30, and 35 days after each vernalization treatment of 0, 10, and 20 days. The bolting percentages for each inbred line after GA treatment of young plant leaves were calculated at 0, 15, 20, 25, 30, 35, and 40 days after the 10-day vernalization treatment.

### 4.2. Evaluating the GA Effect on Hypocotyl Elongation

Twenty seeds of each inbred line were disinfected, sown in sterilized soil, placed in the dark in a cold room at 5 ± 1 °C for 3 days to enhance germination, and then transferred to a growth room. Radish sprouts with hypocotyls longer than 0.5 cm in length were transferred to another pot containing sterilized soil in the growth room. Then, 1 mL of 0, 1, or 10 mM GA solution was directly poured over each sprout. Hypocotyl lengths were measured every day for 6 days after the GA treatment. More than 20 seedlings of each inbred line were used for hypocotyl measurement at each GA concentration.

### 4.3. Preparation and Sequencing of the RNA-Seq Library

A total of eight shoot tissue samples (two inbred lines × two treatments × two biological replicates) were collected at the same point in the light/dark cycle as 10 a.m. time point, immediately frozen in liquid nitrogen, and stored at –80 °C until further processing. Shoot tissues from three different plants were pooled to obtain sufficient RNA for each extraction. For RNA-seq library construction, total RNA was isolated from shoot tissue and cDNA was synthesized as described by Jung et al. [32]. The RNA-seq libraries were created using the Illumina TruSeq RNA Library Prep Kit (Illumina, San Diego, CA, USA) according to the manufacturer’s protocol. The RNA-seq library was PCR-amplified and sequenced on an Illumina HiSeq 2000 platform. A 101-bp paired-end sequencing protocol was used, and two biological repeats were performed for each sample. All raw, read data generated in this study were deposited in the Gene Expression Omnibus (GEO) functional genomics data repository of National Center for Biotechnology Information under accession number GSE125875: lists the GEO DataSeries.

### 4.4. Reference-Guided Assembly and Mapping of the Radish Transcriptome

Raw sequencing data were filtered to standard Illumina pipeline RNA-seq parameters. Paired-end reads were quality trimmed, and adapter contamination, low-quality parts, and N-base reads were removed. Reads that fell below a Phred quality score (*Q* ≤ 20) and reads shorter than 25 base pairs (bp) were discarded. These steps were performed using the DynamicTrim and LengthSort programs of the SolexaQA (v.1.13) package [59]. Next, the purified paired-end reads were pooled and mapped against available radish reference gene datasets. A reference-based assembly was performed by utilizing 46,512 genes from the coding sequence regions of the radish reference genome to obtain an assembly dataset [30]. Bowtie2 (v.2.1.0) was used to map the purified datasets [60]. The program allows only remarkable mapping, which has a maximum of two mismatches. Otherwise, the default options were used. The expression levels of each sample were determined using in-house scripts. Read counts of each gene were normalized with respect to library size and counted to the nearest whole number.

### 4.5. Functional Annotation Analysis

RNA-seq transcripts were annotated by comparison with gene sequences in the Phytozome database using Basic Local Alignment Search Tool: protein BLAST (BLASTp) with expect values (E-values) that were at least higher than 1E^−10^ (BLAST v.2.2.28+) [61]. The Gene Ontology (GO) database was utilized for GO analysis, and the transcripts were annotated through the GO database using BLASTP (E-value ≤ 1E^−06^). GO term annotation was conducted using GO classification results from the Map2Slim.pl script. Protein sequences were annotated with the highest sequence similarities and cutoffs, and retrieved for analysis. Data for Annotation, Visulization and Integrated Discovery (DAVID) was used for functional enrichment analysis [62]. The transcript lists also were annotated using the The Arabidopsis Information Resource database and clarified according to default criteria (counts ≥ 2 and the Expression Analysis Systematic Explorer score ≤ 0.1). The Kyoto Encyclopedia of Gene and Genome (KEGG) pathways database was used to analyze the sequences using the single-directional best-hit method and the KEGG Automatic Annotation Server [63]. KEGG enrichment analysis was performed as described previously [55].

### 4.6. Analysis of DEGs

Gene expression data were generated from eight samples of the two inbred lines. To identify DEGs, the plant samples were treated with GA for 6 days with 10 days of vernalization. Raw counts were normalized and analyzed using the differntial gene expression analysis based on the negative binomial distribution (DESeq) library in R (v3.2) [64]. Then, DEGs were considered to display fold-change more than |log_2_ (fold-change)| ≥ 0.6 and were filtered by requiring the *p*-value adjustment to be ≤0.01. The control was NH-JS1 (without GA).

### 4.7. Identification of Flowering Time- and GA-Related Genes in Radish

To identify flowering time- and GA pathway-related genes in our transcriptomes, two sets of 218 flowering time and 125 GA pathway-related genes were selected as reference sets based on published literature and studies in *Arabidopsis thaliana* [65,66,67,68] as described previously [32]. Published sequences were obtained from the TAIR database based on Arabidopsis accession numbers for flowering time- and GA-related genes. BLASTn was used to query the 218 flowering time- and 125 GA-related genes against the assembled 71,188 genes of radish. Top hits were filtered based on the highest percentage of hit coverage and sequence similarity. Cutoffs were E-values ≤ 1E^−25^ and identity ≥ 65%. The flowering time- and GA-related genes in Arabidopsis were compared with flowering time- and GA-related gene sequences in radish using BLASTn (E-values ≤ 1E^−25^, identity ≥ 70%).

### 4.8. Quantitative PCR (qPCR) Analysis

To validate the DEGs identified in RNA-seq analysis, we conducted qPCR analysis. Total RNA was isolated from radish with or without GA treatment using RNAiso Plus (TaKaRa, Tokyo, Japan). Total RNA with RNase-free DNase I (Fermentas, Burlington, Canada) was used for cDNA synthesis (RevertAid First-Strand cDNA Synthesis Kit, Fermentas). Then, qPCR was performed in a CFX Connect^TM^ Real-Time PCR System (Bio-Rad, Hercules, CA, USA) using SYBR Premix Ex-Taq (TaKaRa, Tokyo, Japan) according to the manufacturer’s instructions. Relative expression levels were obtained after normalization with radish actin gene (*RsACT*) expression levels. All qPCR experiments were performed using the *flowering time* gene-specific primer set (Supplementary Table S6) with two biological replicates, each with three technical repeats, under the same conditions.

## Figures and Tables

**Figure 1:**
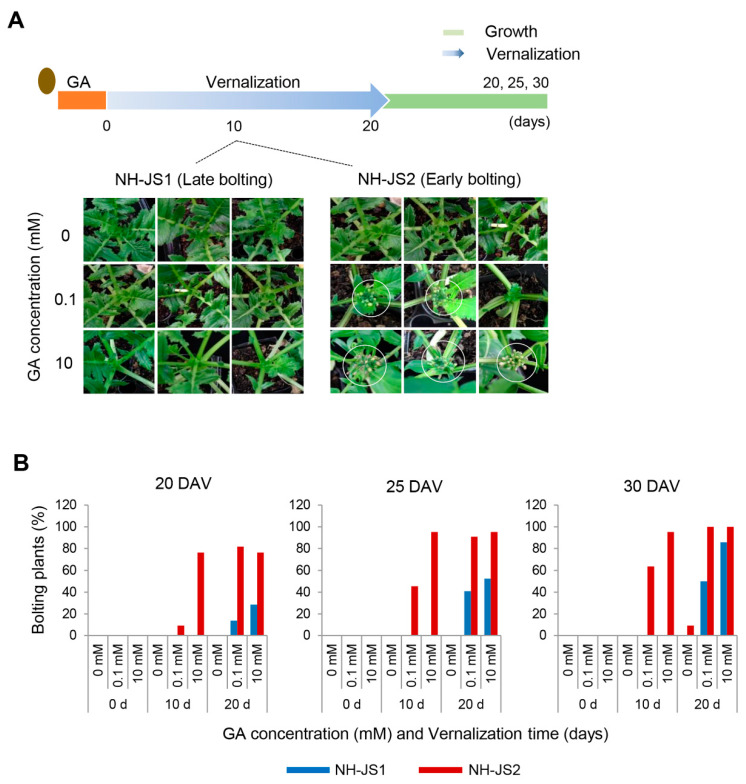
Phenotypes of NH-JS1 and NH-JS2 inbred radish lines under vernalization after gibberellin treatment. (**A**) Bolting phenotypes of NH-JS1 and NH-JS2 under vernalization for 10 days following gibberellin (GA) treatment (0, 0.1, or 10 mM) during seed germination. Seeds were germinated on filter paper in the presence or absence of GA and grown at 25 °C in a growth room. Germinated sprouts were vernalized by transferring into a cold room (5 ± 1 °C, 12 h light/12 h dark) for 0, 10, or 20 days. (**B**) Percentage of bolting radish plants after vernalization (*n* = 20 plants). DAV, days after vernalization.

**Figure 2:**
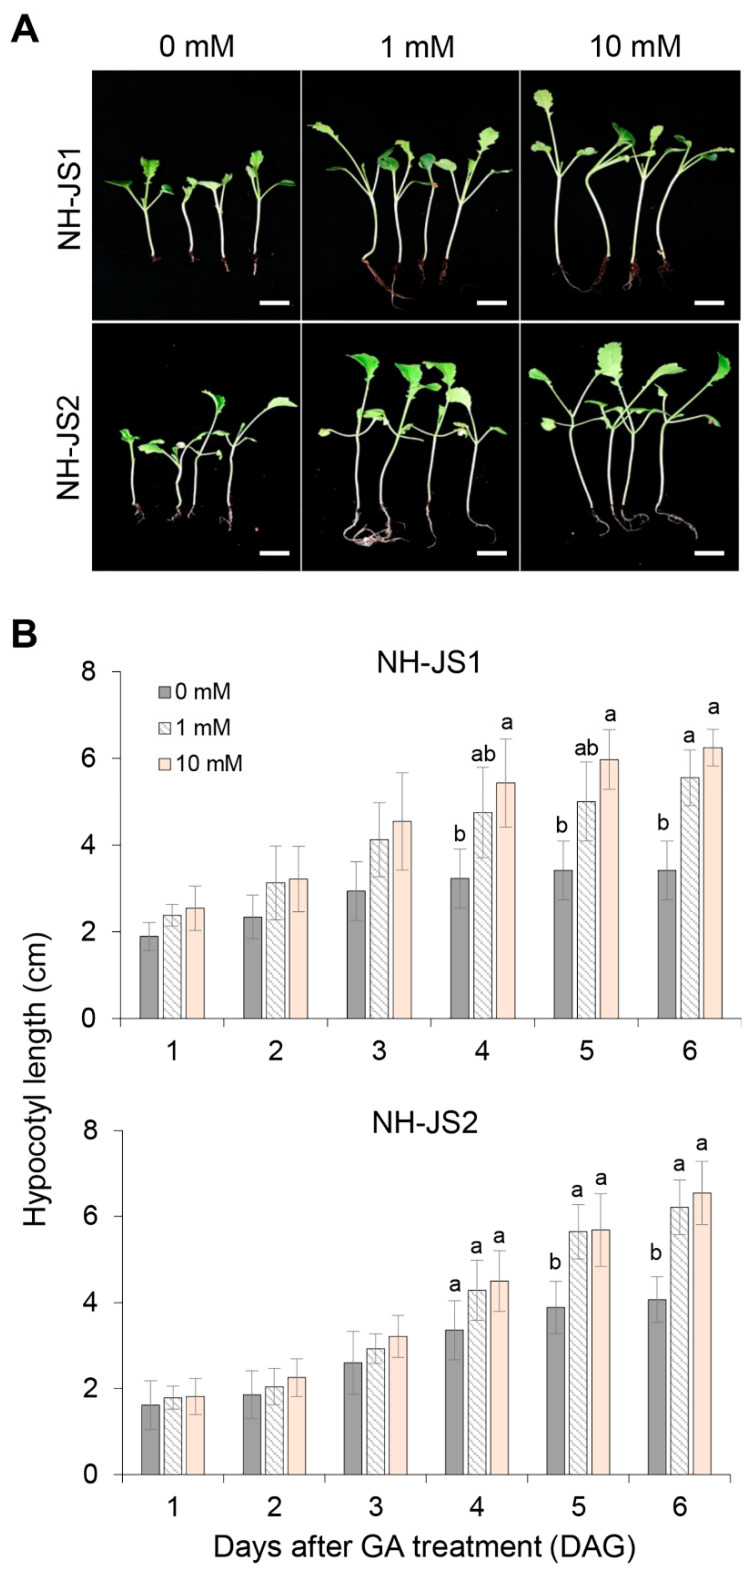
Hypocotyl phenotypes of the two inbred radish lines after GA treatment. (**A**) Hypocotyl phenotypes of the two radish lines after GA (0, 1, or 10 mM) treatment. Seeds were grown in a dark cold room at 5 ± 1 ℃ for 3 days and then transferred into a 25 ℃ growth room. Radish sprouts with hypocotyls longer than 0.5 cm were selected, and GA solution was poured directly over the seedlings (*n* = 6). Hypocotyl phenotypes were observed at 6 days after GA treatment. Scale bars = 0.5 cm. (**B**) Average hypocotyl lengths of NH-JS1 and NH-JS2. Bars represent the average hypocotyl lengths at different GA concentrations. Data are presented as mean ± SD (*n* = 6, except for 3–4 maximum and minimum seedlings). Asterisks mark significant differences between GA treatment compared with the absence of exogenous GA (one-way ANOVA followed by Bonferroni post hoc test).

**Figure 3:**
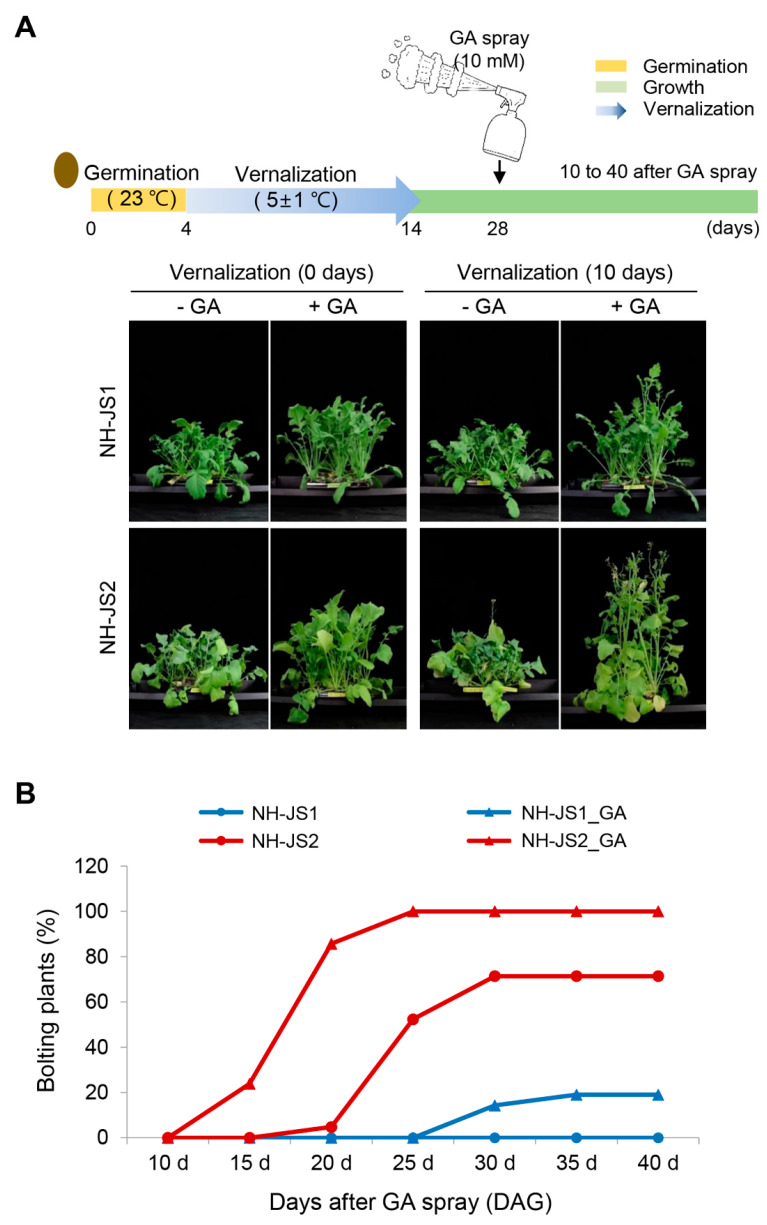
Phenotypes of the two inbred lines sprayed with gibberellin after vernalization. (**A**) Bolting phenotypes of the two inbred radish lines treated with GA (0 or 10 mM) after 10 days of vernalization. Four-day-old seedlings were vernalized for 10 days and then transferred into a 25 °C growth room for 2 weeks. Then, 10 mM GA solution was sprayed directly on the leaves (*n* = 20 plants). Plants were photographed at 17 days after GA spray. (**B**) Percentage of bolting radish plants after GA spray. The number of bolting plants was counted the next day after GA treatment. DAG, days after GA treatment.

**Figure 4:**
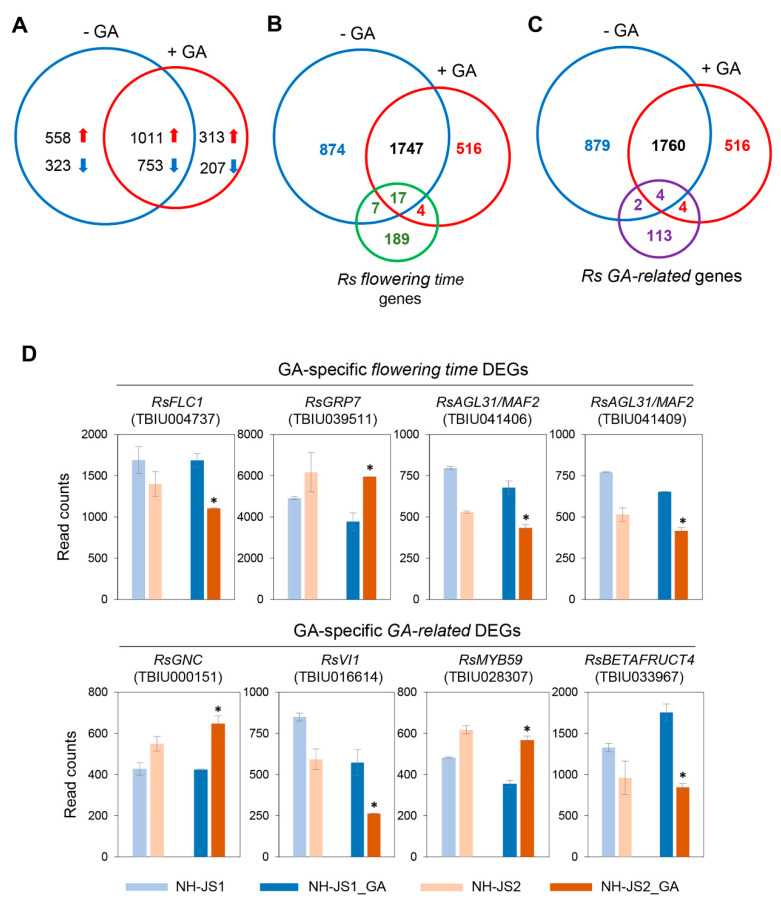
Comparative analysis of differentially expressed genes (DEGs) with and without gibberellin treatment in the two inbred radish lines (|log_2_FC ≥ 0.6|, false discovery rate (FDR) ≤ 0.01, read count ≥ 500). (**A**) Number of DEGs in the two lines with and without GA treatment. Red arrows, number of upregulated DEGs; blue arrows, number of downregulated DEGs. (**B**) The number of flowering time DEGs between two lines under GA treatment. Red, the number of flowering time DEGs after GA treatment. (**C**) The number of GA-related DEGs between two lines under GA treatment. Red, the number of GA-related DEGs after GA treatment. (**D**) RNA-sequencing results of flowering time and GA-specific DEGs. Asterisk means selected DEGs response to GA.

**Figure 5:**
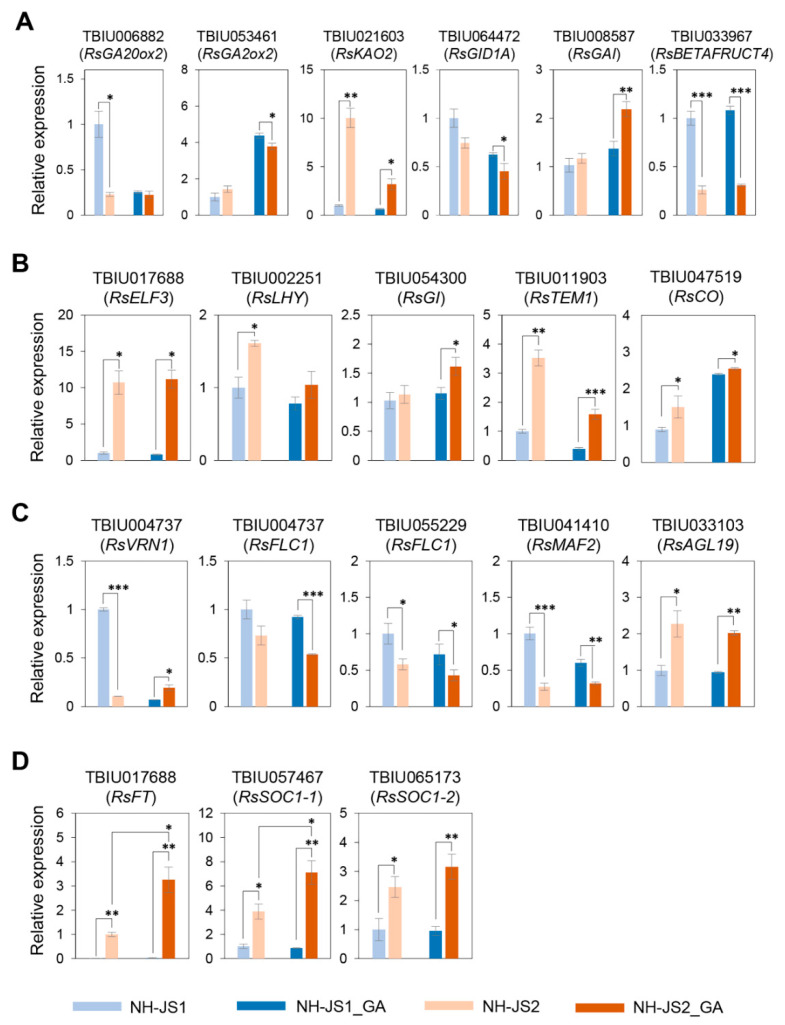
Quantitative PCR analysis of flowering time DEGs in the two inbred radish lines in response to gibberellin. Total RNA was isolated from shoots of NH-JS1 and NH-JS2 inbred lines 6 days after treatment with or without GA (0 or 10 mM) spray application. The complementary DNA was synthesized from total RNA. Upregulated and downregulated genes are grouped according to biological pathways determined from gene ontology analysis. Flowering time genes involved in GA pathway (**A**), photoperiod pathway (**B**), vernalization pathway (**C**) and flowering integrators (**D**). The qPCR values were normalized relative to *RsACT1* (actin) expression level. Error bars represent ± standard error of biological triplicates. Asterisks indicate statistically significant differences (NH-JS2 vs. NH-JS1 and NH-JS2_GA vs. NH-JS1_GA; Student’s *t* test; * p < 0.05, ** p < 0.01, and *** p < 0.005; two-tailed Student’s *t*-test).

**Figure 6:**
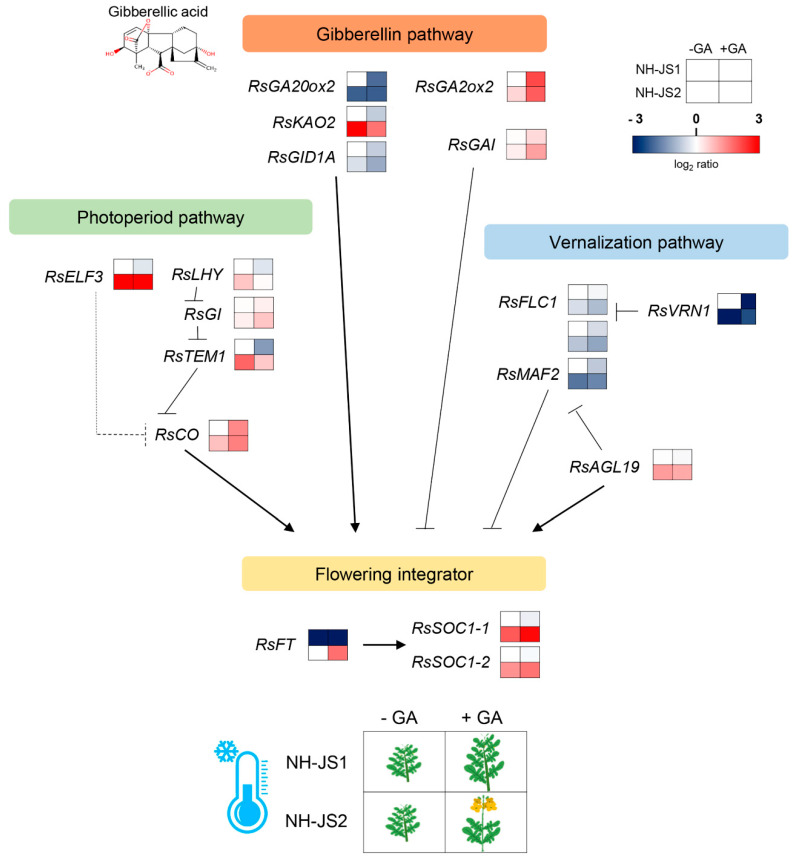
Gene regulatory network controlling gibberellin-accelerated flowering in radish. The illustration maps the regulatory network of flowering time genes in NH-JS1 (late-bolting) and NH-JS2 (early-bolting) plants treated with GA. The network is based on data confirmed by qPCR. Gene expression levels were normalized relative to the expression levels in non-GA-treated NH-JS1 plants (for *RsFT*, non-GA-treated NH-JS2 plant data analysis included log_2_ ratio.). Red indicates higher expression levels and blue indicates lower expression levels relative to non-GA-treated NH-JS1 (*RsFT* expression is relative to non-GA-treated NH-JS2). Arrows indicate transcriptional activation; bars indicate transcriptional repression.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2223-7747/9/5/594/s1: Figure S1: The qPCR analysis of flowering time DEGs in response to GA between the two inbred lines. Figure S2: Experimental design for RNA-seq analysis. Figure S3: DEGs’ analysis by gibberellin treatment on each line. Figure S4: Comparative Kyoto Encyclopedia Genes and Genomes pathways of DEGs in two inbred lines under gibberellin treatment. Figure S5: RNA-seq validation of flowering time genes. Table S1: Cleaned short reads statistics after trimming of RNA sequencing data. Table S2: Statistics of reads mapping to Theragen Bio Institute (TBI)—unigenes. Table S3: Radish homologs of GA-specific genes. Table S4: Flowering time-specific DEGs on GA treatment. Table S5: Gibberellin-specific DEGs on GA treatment. Table S6: Gene-specific primer information for qPCR analysis.

How the deposited data were processed for this re-analysis (not part of the article)

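RNA-seq was analysed for shoots of the radish inbred lines NH-JS1 and NH-JS2, collected with and without GA treatment, in 4 groups of 2 libraries. Libraries were assigned to groups by line and treatment, on which the sample labels and the paper give the same. Each library holds the pooled shoots of 3 plants.

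The authors trimmed the reads, mapped them with Bowtie2 2.1.0 to radish unigenes, and deposited the raw count of reads per unigene in each library. These counts are whole numbers of at least 1 for all 78395 unigenes. The submitters' processing notes also name TopHat, and its version is not given in the sources used here. The authors also deposited normalized counts, treated here as a score because they are no longer counts, which equal the counts of a library divided by 1 factor for that library and rounded. The authors' table further gives a log2 fold change per unigene for 4 comparisons, without a p-value. The unigenes carry Arabidopsis matches and descriptions, from which all gene names used here are taken, and they have no coordinates in the radish genome here.

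The raw counts were used for every test. The deposited normalized counts were used only for the correlations between replicates, as log2 of the value plus a pseudocount of 1. The log2 fold changes computed here correlated across unigenes with those of the authors' deposited table at r = 0.997 for GA in NH-JS1, 0.996 for GA in NH-JS2, and 1 for the lines both without and with GA.

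In R 4.3.3, edgeR 4.0.16 filtered unigenes by group with its filter for low counts, which left 65934, of which 55462 have a match. The TMM factors ranged from 0.886 to 1.043, and the common dispersion was 0.0171. All 8 libraries were fitted with 1 mean per group, so that the groups share their estimate of spread, and the quasi-likelihood test was applied to 6 comparisons: GA in each line, the lines without GA, the lines with GA, the difference between the GA effects of the lines, and the GA effect averaged over the lines. P-values were adjusted by Benjamini and Hochberg's method over the unigenes tested. The criteria for DEGs were those of the paper, and the count minimum was applied to the mean scaled count of a group.

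Genes were grouped into 24 lists by their Arabidopsis match, or by description for ribosomal proteins, and 23 had unigenes to test. Besides ribosomal proteins these were 5 lists of flowering genes and 4 of GA-related genes, with lists for glucosinolates, carotenoids and abscisic acid, nitrogen, chlorophyll, defence and salicylic acid, jasmonate, auxin, cytokinin, galactinol with raffinose and invertases, cold, the cell cycle, heat shock, floral organ identity and root markers. They were tested with camera in limma 3.58.1 on log2 counts scaled to the library size with a prior count of 2. P-values of lists were adjusted over the lists within a comparison.

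The genes named are those the paper names, with its unigene where it gives one and otherwise all unigenes with that match. Further, the 6 highest and 6 lowest log2 fold changes among the DEGs of a comparison were taken, if the unigene had a match and its libraries did not overlap between groups. List members past an adjusted p of 0.05, at most 4 per list and comparison, and the 10 most abundant unigenes complete the rule. Values in the paper's figures had been seen when the rule was written. SIP2, GOLS2, SPL4, GID1B and SCL3 are named because they passed when adjusted over their list alone, which lies outside the rule. They too were chosen after their values were seen. Other genes outside it are said in the text to have been chosen in this way.

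Library totals ranged from 23757588 to 34165272, with a median of 28221886. The tests were tried on simulated counts for 65250 unigenes. Known folds for GA in NH-JS2 were given only to unigenes well above the count minimum in that line. There DESeq2 1.42.0 recovered 64.2% of those changed by a log2 fold of 0.8, 88.1% of those changed by 1 and 98.5% of those changed by 2, and called 18 unchanged unigenes, where edgeR called 7. For the difference between the lines, edgeR recovered 1.49%, 4.48% and 89.4% and called 1 unchanged unigene, and DESeq2 recovered 40.3%, 68.7% and 90.9% and called 22. For GA in NH-JS1, where no unigene had been changed, edgeR called 0 and DESeq2 called 6.

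The alternatives tried were DESeq2, no filter on low counts, other forms of the count minimum, other thresholds, a fit of only the groups compared, the replicate number as a block, and leaving out each library in turn. For the lists they were an estimated correlation, the fry test of limma, and 1 unigene per Arabidopsis gene, and for the correlations between replicates they were ranks and a minimum mean of 10. Subtracting 1 from every count, summing counts over unigenes with the same match, and leaving NH-JS2 replicate 2 out of the lists were added after the data were seen. Pathway enrichment was not run, because the table pairs unigenes with matches and descriptions but not with pathways. The paper's qPCR and plant measurements were not analysed here.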

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

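Of the tests in this part, those of the position of Arabidopsis matches and of a response common to both lines were chosen after the result was seen, that of position after a block of neighbouring loci had been seen and for NH-JS2 apart after NH-JS1 showed none, and the window of 50 genes replaced a window of 200 at which a planted block in simulated data had been missed.

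At the criteria for DEGs, the GA effect differed between the lines for 6 unigenes in edgeR's test of the difference itself, the GA effect in NH-JS2 less that in NH-JS1. With no minimum on fold or count, 9 unigenes with a positive and 30 with a negative difference passed an adjusted p of 0.05 in this test. AT3G08030 had a difference of 2.79 on the log2 scale (standard error 0.175, adjusted p = 0.000531 from edgeR), and 2 unigenes of AT3G08950 had −2.27 and −2.28, while its other unigene, under the count minimum, had −2.45. TBIU048083 of AT1G10000 had 8.58 (standard error 0.716, adjusted p = 0.00343 from edgeR), with 906.7 and 863 scaled counts in NH-JS1 and 944.5 and 872 in NH-JS1_GA. TBIU076913 had 8.07 (standard error 0.614, adjusted p = 0.00197 from edgeR) and TBIU071561 −9.59 (standard error 0.887, adjusted p = 0.00613), and both were chosen after their values were seen. TBIU071561 had 1163 and 495.6 scaled counts in NH-JS1_GA, against 1117 and 712.1 in NH-JS2 and 931.3 and 1035 in NH-JS2_GA. The fitted values of these last 3 unigenes come from counts near the floor and depend on the prior count. TBIU048083 no longer passed an adjusted p of 0.05 without NH-JS2 replicate 1 (7.98), and neither did TBIU071561 without NH-JS1 replicate 1 (−9.51) or NH-JS1 replicate 2 (−9.63). At the criteria for DEGs, the number of unigenes was 2 without NH-JS1 replicate 1 (1 of them among the 6), 1 without NH-JS1 replicate 2 (1), 10 without NH-JS1_GA replicate 2 (4), 3 without NH-JS2 replicate 1 (3) and 11 without NH-JS2_GA replicate 1 (5).

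In a wider set, 54 unigenes passed an adjusted p of 0.05 with GA in NH-JS1 and 42 in NH-JS2, with no minimum on fold or count. Of the unigenes of NH-JS1, 5 of 54, or 9.26% (95% interval 3.08 to 20.3%), changed the same way at an unadjusted p under 0.05 from edgeR in the other line. This share cannot decide on a GA response common to both lines. The 54 had a median absolute log2 fold change of 4.40 between the untreated lines. A unigene at the floor in NH-JS2, such as TBIU064213, cannot fall there. The interval treats the 54 as independent, though those with a match come from 23 Arabidopsis genes. Plants of the other line in a pool are argued against by unigenes at the floor in an untreated line. These reached a median of at most 0.245% of the other line's level in any GA library, with 1 of 8 unigenes over 10% in NH-JS1_GA and 0 of 30 in NH-JS2_GA. For the unigenes of NH-JS2 a common response cannot be told apart, as 9 of 42, or 21.4% (10.3 to 36.8%), changed the same way in NH-JS1 and 32 had the same direction, with a median of 0.19 there against a median absolute log2 fold change of 3.63 in NH-JS2, and over all unigenes 292 were higher and 697 lower in both lines at an unadjusted p under 0.05 from edgeR, and 63 opposite. Plants of NH-JS2 that differ in genotype at a few chromosome regions cannot be told apart either: 7 of 20 Arabidopsis matches lay within 50 genes of another, against a median of 2 in 10000 random sets (permutation p = 0.0055, adjusted p = 0.022 over 4 comparisons; adjusted p of 0.0108, 0.075 and 0.0092 for 20, 100 and 200 genes), but 9 of the 20 lie in 1 block of loci that had been seen before the test was set, so that this p describes the block and is no evidence for the explanation, and of the other 11 matches 0 lay within 50 genes of another (permutation p = 1) and 4 within 200 (permutation p = 0.167). In NH-JS1 the same explanation cannot be told apart from chance, with 2 of 23 matches near another and a median of 2 (permutation p = 0.646; 0.336, 0.875 and 0.894 for 20, 100 and 200 genes), the 54 unigenes having a median absolute log2 fold change of 4.40 between the untreated lines, against 0.15 for the 42 of NH-JS2; the adjusted permutation p was 0.123 for the difference between the lines (0.0246, 0.075 and 0.366 for 20, 100 and 200 genes) and 0.383 for the averaged GA effect (0.284, 0.539 and 0.576), the order of genes in Arabidopsis is not that of radish, and a GA response of 1 line alone stays open, as untested.

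For genes of floral organ identity and of defence and salicylic acid the paper's text gives no values for NH-JS2 vs. NH-JS1 without GA, its supplement was not analysed here, and in this comparison some of their unigenes passed an adjusted p of 0.05 from edgeR, as did 10134 higher and 9789 lower of all 65934 tested. Of 6 unigenes of floral organ identity, 4 were higher and 2 lower in NH-JS2. Of 85 unigenes of defence and salicylic acid, 1 was higher, 18 were lower and 66 did not pass, 7 of the lower ones are unigenes of ICS1, and without NH-JS2 replicate 2 these were 3 and 16.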

How the results depend on the processing

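Of the tests in this part, those with 1 subtracted from every count, with counts summed over the unigenes of 1 Arabidopsis match, and of the ribosomal list without NH-JS2 replicate 2 were chosen after the data were seen, as were some of the named genes whose alternatives are counted below.

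The numbers of DEGs of GA were small, with 2 in NH-JS1, 6 in NH-JS2, 6 for the difference between the lines and 10 for the average. They moved by more than 1.5 times in 12 of 17 planned settings for NH-JS1, 7 of 17 for NH-JS2, 8 of 16 for the difference and 6 of 16 for the average. The 2162 DEGs between the lines without GA and the 1937 with GA stayed within 1.5 times under DESeq2, no filter on low counts, an adjusted p of 0.05, the block and the fit of 2 groups. Over 137 results of named genes and 1632 alternatives, 1550 kept their side of an adjusted p of 0.05, 70 no longer passed and 12 newly passed. A change of direction was counted only where the main test or the alternative passed, and 0 were found. Among results that passed in neither, the direction could change. For MYB29 (TBIU044986) between the lines with GA, the log2 fold change was 0.09 with all libraries and −0.11 without NH-JS1_GA replicate 2. At these depths and 2 libraries per group, changes of GA near the fold minimum were mostly missed by edgeR on simulated counts. Only unigenes well above the count minimum were changed there.

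By DESeq2 the DEGs numbered 30 for GA in NH-JS1, 54 for GA in NH-JS2, 15 for the difference and 68 for the average, and the cause was not tested. Other forms of the count minimum and other thresholds move the number of DEGs by construction. With the minimum of 500 on the mean of the libraries compared, edgeR called 0 and 1 DEGs of GA in NH-JS1 and NH-JS2, where 5260 unigenes in NH-JS1 had an unadjusted p under 0.05, and 1436 and 1273 between the lines without and with GA. With the minimum on their sum there were 5 and 12, then 5326 and 4877, 29 for the difference, 41 for the average and 1022 GA-specific DEGs, against 426. With no minimum there were 17 and 24, then 12111 and 11594, 31, 43 and 1875 in the same order. At an adjusted p of 0.05 there were 9, 10 and 29 for GA in NH-JS1, in NH-JS2 and on average. At an absolute log2 fold change of at least 1 there were 1169 and 1021 between the lines and 187 GA-specific DEGs. In fits of only the 2 groups compared there were 0 and 3 DEGs of GA in NH-JS1 and NH-JS2 and 715 GA-specific DEGs, with fewer libraries to estimate the spread.

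Whether libraries with the same replicate number share more than that number cannot be settled here. Their deviations from the group means correlated across unigenes from −0.081 to 0.123 between groups. With 2 libraries per group, such low values do not exclude a shared batch. With the replicate number as a replicate block, 1 DEG of GA was called in NH-JS1, and the other numbers stayed within 1.5 times, as did the 37 list tests past an adjusted p of 0.05.

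When a library is left out, its group has 1 library, which is assumed to vary like the others. The DEGs then ranged from 0 to 10 for GA in NH-JS1, from 3 to 9 for GA in NH-JS2, from 1300 to 2870 and from 1327 to 2198 between the lines without and with GA, from 1 to 11 for the difference, from 3 to 14 for the average and from 188 to 653 for GA-specific DEGs. Without NH-JS1 replicate 1 these were 5 for GA in NH-JS1, 1300, 2, 4 and 653 for the lines without GA, the difference, the average and GA-specific DEGs. Without NH-JS1 replicate 2 they were 0, 1307, 1, 3 and 649 in the same order. Without NH-JS1_GA replicate 2 there were 10 for GA in NH-JS1 and 10 for the difference, and without NH-JS2 replicate 1 there were 3 for the difference. Without NH-JS2_GA replicate 1 there were 0 for GA in NH-JS1, 11 for the difference and 228 GA-specific DEGs, and without NH-JS2_GA replicate 2 there were 0, 3 for GA in NH-JS2 and 188 GA-specific DEGs. The cause of these changes was not tested.

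With 1 subtracted from every count, 1 DEG of GA was called in NH-JS1. With counts summed per Arabidopsis match there were 1368 and 1230 DEGs between the lines, 3 for the difference, 6 for the average and 273 GA-specific DEGs, among 26955 features instead of 65934. The ribosomal list's median with GA in NH-JS2 was −0.10 without NH-JS2 replicate 2.

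Over 23 lists and 6 comparisons, 36 tests passed an adjusted p of 0.05 by camera, 0 with an estimated correlation, 12 by fry and 12 with 1 unigene per Arabidopsis gene. For a mean of at least 10, Pearson's r of replicates was 0.9803 in NH-JS1_GA, 0.9704 in NH-JS2 and 0.9748 in NH-JS2_GA. Quantile normalization and other pseudocounts, planned for a table of normalized values only, and pathway enrichment were not run, and a fit of 2 groups cannot give the difference or the average.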

Differences from the paper's values

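Of the tests in this part, the ribosomal list without NH-JS2 replicate 2 and the other settings for 3 of the unigenes of MYB28 and MYB29 were chosen after the result was seen.

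For GA in NH-JS1, edgeR called 1 upregulated DEG where the paper's value is 32, and 1 downregulated DEG where the paper's is 71. For GA in NH-JS2 it called 3 upregulated DEGs, against the paper's 55, and 3 downregulated, against the paper's 86. Together these were 8 unigenes in either line, against the paper's 226. All of the alternatives set before the data were examined also gave lower values by more than 1.5 times. DESeq2 gave 11 upregulated and 19 downregulated DEGs in NH-JS1, 21 and 33 in NH-JS2, and 76 in either line. With no minimum on counts edgeR gave 12 and 5 in NH-JS1, 6 and 18 in NH-JS2, and 41 in either line. The paper states the fold, adjusted p and count thresholds used here, and does not say over which libraries the read count is taken. The DESeq package that the paper names was not among the alternatives, and DESeq2 is a different program.

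The DEGs of GA shared by both lines numbered 0 upregulated and 0 downregulated by edgeR, where the paper's values are 5 and 13. At an unadjusted p under 0.05 from edgeR there were 292 and 697 unigenes with no minimum on fold or count. DESeq2 gave 4 and 4, so that among the alternatives set before the data were examined it came within the margin for the upregulated DEGs and not for the downregulated DEGs, and the others, all 0, did for neither.

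Pearson's r between replicates ranged from 0.9816 to 0.9911 over the 4 groups, where the paper's range is 0.97 to 0.98. Of the alternatives set before the data were examined, a mean normalized count of at least 10 gave 0.9704 as the lowest, within the margin of the paper's, and 0.9883 as the highest, which is not. Ranks gave 0.9839 and 0.9931, and neither is within the margin.

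The paper reports more downregulated than upregulated DEGs of GA in each line. By edgeR the numbers were equal in each line at the criteria, whereas DESeq2 had more downregulated DEGs in both.

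FLC (TBIU004737) is given as downregulated in NH-JS2 with GA, and here its log2 fold change of −0.61 had an adjusted p of 0.0102 from edgeR, just over the threshold. It met the criteria by DESeq2 (adjusted p = 0.00117), in a fit of the 2 groups compared (adjusted p = 0.00414), and without NH-JS2 replicate 1 (adjusted p = 0.00453) or NH-JS2 replicate 2 (adjusted p = 0.00437). GRP7 (TBIU039511), which the paper shows among its DEGs in Fig. 4D, had a log2 fold change of 0.66 (adjusted p = 0.0171 from edgeR). It met the criteria by DESeq2 (adjusted p = 0.00044), in a fit of the 2 groups compared (adjusted p = 0.00999), and without NH-JS2 replicate 1 (adjusted p = 0.00342) or NH-JS2 replicate 2 (adjusted p = 0.00324).

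The paper gives MYB28 or MYB29 as more strongly downregulated in NH-JS2 than in NH-JS1 with GA. The 4 unigenes of MYB28 had log2 fold changes of 0.11, −0.14, −0.22 and −0.32 and the 2 of MYB29 0.09 and 0.08, and none passed an adjusted p of 0.05 from edgeR. No setting brought any of the 6 within the criteria for DEGs, and 1 unigene of MYB28 (TBIU053326) passed an adjusted p of 0.05 without NH-JS1_GA replicate 2 (−0.46).

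The unigene the paper calls RsMAF2 (TBIU041406) and the unigene it gives for GAI (TBIU008587) have FLC and RGA as their Arabidopsis matches in the deposited table. GNC, VI1, MYB59 and BETAFRUCT4, whose expression the paper describes as unique to NH-JS2 in response to GA, were DEGs of NH-JS2_GA vs. NH-JS1_GA here as in the paper (adjusted p = 0.00485, 0.000615, 0.00117 and 0.0028 from edgeR). In another comparison, NH-JS2_GA vs. NH-JS2, they did not pass an adjusted p of 0.05 by edgeR. VI1 came closest there (−1.17, adjusted p = 0.0583 from edgeR), and it passed by DESeq2 (adjusted p = 1.42e-06).

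Genes of plant-pathogen interaction are among those the paper gives as upregulated by GA in NH-JS2. Of 85 unigenes on a list of defence genes that is not the paper's, 0 passed an adjusted p of 0.05 with GA in NH-JS2 by edgeR or by DESeq2, and 3 were higher and 10 lower at an unadjusted p under 0.05 from edgeR. Ribosome genes are given as downregulated by GA in NH-JS2, and the ribosomal list had a median of −0.25 there (adjusted p = 6.49e-22 from camera; adjusted p = 0.636 with an estimated correlation), or −0.10 without NH-JS2 replicate 2, with 5 unigenes lower by DESeq2 and 0 by edgeR at an adjusted p under 0.05, and 198 at an unadjusted p under 0.05. The flowering DEGs of the lines with GA, 11 upregulated and 7 downregulated here, come from lists other than the paper's and are not set against its totals.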

Other observations

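Of the tests in this part, the control with large folds and the widening to all unigenes at the floor, the lists without NH-JS2 replicate 2, the counts by gene within lists and over other unigenes, and the test of NRT1.7 were chosen after the result was seen.

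Between the lines, many of all 65934 unigenes tested passed an adjusted p of 0.05 from edgeR. Without GA 10134 were higher in NH-JS2 and 9789 lower, and with GA 9513 and 9401. Of 85 unigenes of defence and salicylic acid, 1 was higher and 18 lower in NH-JS2 without GA at an adjusted p under 0.05 from edgeR (1 and 17 adjusted over the list alone). The median was −0.24 (adjusted p = 0.00928 from camera in limma; adjusted p = 0.178 with an estimated correlation and 0.304 with 1 unigene per Arabidopsis gene). With GA 4 were higher and 18 lower (4 and 18 adjusted over the list alone), at a median of −0.18 (adjusted p = 0.00814 from camera; adjusted p = 0.263 with an estimated correlation and 0.436 with 1 unigene per Arabidopsis gene). ICS1, an enzyme that makes a precursor of salicylic acid, has 28 of the 85 unigenes and 7 of the 18 lower ones without GA. Of these 7, TBIU051493 had 119.9 ± 10.2 scaled counts in NH-JS1 and 2.421 ± 0.488 in NH-JS2 (SD, n = 2; log2 fold change −5.59, standard error 0.295, adjusted p = 1.75e-06 from edgeR), whereas the most abundant unigene of ICS1 (TBIU063846) had 854 and 972 (0.19, adjusted p = 0.23 from edgeR).

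Jasmonate genes had 4 of 53 unigenes higher and 7 lower without GA (4 and 7 adjusted over the list alone) at a median of 0.08 (adjusted p = 0.838 from camera), but 4 and 3 without NH-JS2 replicate 2. These counts compare NH-JS2 with NH-JS1. In NH-JS2_GA vs. NH-JS1_GA 0 were higher and 11 lower (0 and 10 adjusted over the list alone, with 3 higher at an unadjusted p under 0.05 from edgeR and 0 by DESeq2), at a median of 0.01 (adjusted p = 0.584 from camera). JAZ6, a repressor of jasmonate responses, had log2 fold changes between the lines of −1.94 without GA (standard error 0.3, adjusted p = 0.0012 from edgeR) and −2.05 with GA. MYC2, their central activator, was lower in NH-JS2_GA than in NH-JS1_GA (−0.71, adjusted p = 0.00692 from edgeR), but no longer passed without NH-JS1_GA replicate 1 (−0.56) or NH-JS2_GA replicate 2 (−0.61). LOX2, a lipoxygenase of jasmonate synthesis, had 11930 ± 499 scaled counts in NH-JS1 and 30490 ± 5350 in NH-JS2 without GA (SD, n = 2). Its log2 fold change was 1.35 (adjusted p = 0.00707 from edgeR), which no longer passed without NH-JS1 replicate 1 (1.30) or NH-JS1 replicate 2 (1.39).

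SEP3, a MADS-box gene of floral organs, had 4.826 ± 0.312 scaled counts in NH-JS1 and 90.43 ± 2.75 in NH-JS2 without GA (SD, n = 2; log2 fold change 4.19, standard error 0.244, adjusted p = 3.13e-06 from edgeR), and 4.04 with GA. SEP4, of the same family, was lower in NH-JS2, with 78.91 ± 6.93 and 23.69 ± 0.26 (SD, n = 2; −1.73, standard error 0.196, adjusted p = 0.000185 from edgeR). Of 6 unigenes of floral organ identity, 3 of them of SEP3, 4 were higher and 2 lower without GA, and 3 and 2 with GA, with the same counts adjusted over the list alone, and the list's median without GA was 3.16 (adjusted p = 0.123 from camera in limma). With GA in NH-JS2 their median was 0.35 (adjusted p = 0.0185 from camera; adjusted p = 0.521 with an estimated correlation and 0.237 with 1 unigene per Arabidopsis gene). Of 16 unigenes of the auxin response, 8 were higher in NH-JS2 without GA, such as IAA19 (0.92, standard error 0.156, adjusted p = 0.00197 from edgeR), and 0 lower (8 and 0 adjusted over the list alone; 1 lower at an unadjusted p under 0.05 from edgeR and 0 by DESeq2) at a median of 0.37 (adjusted p = 0.0496 from camera; adjusted p = 0.813 with an estimated correlation and 0.569 with 1 unigene per Arabidopsis gene). IAA2 alone has 7 of the 16 unigenes and 5 of the 8 higher ones. Cytokinin genes had 4 of 32 unigenes higher and 3 lower without GA (3 and 2 adjusted over the list alone; 8 and 3 without NH-JS2 replicate 2), and 6 and 3 with GA, with medians of 0.22 (adjusted p = 0.172 from camera) and 0.26 (adjusted p = 0.259). CKX6, which degrades cytokinins, was higher (3.84, standard error 0.435, adjusted p = 0.000186 from edgeR), and the response regulator ARR7 was lower (−1.49, standard error 0.221, adjusted p = 0.000928 from edgeR).

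Of 8 unigenes of the cold response, 1 was higher and 5 lower in NH-JS2 without GA (2 and 5 adjusted over the list alone), at a median of −0.63 (adjusted p = 0.123 from camera in limma), and COR15B, a chloroplast protein induced by cold, was the higher one (2.41, standard error 0.333, adjusted p = 0.000636 from edgeR). Heat shock proteins had 5 of 22 unigenes higher and 0 lower without GA (5 and 0 adjusted over the list alone; 0 lower at an unadjusted p under 0.05 from edgeR and 0 by DESeq2) at a median of 0.21 (adjusted p = 0.123 from camera), among them HSP21 (2.64, standard error 0.336, adjusted p = 0.000386 from edgeR). Of 30 unigenes of galactinol, raffinose and invertases, 6 were higher and 6 lower without GA (6 and 8 adjusted over the list alone), at a median of −0.49 (adjusted p = 0.513 from camera), with DIN10 higher (1.77, standard error 0.203, adjusted p = 0.000202 from edgeR). None of 32 unigenes of the cell cycle passed an adjusted p of 0.05 between the lines by edgeR or DESeq2, and at an unadjusted p under 0.05 from edgeR 0 did so without GA and 1, lower, with GA, at a median of −0.11 (adjusted p = 0.571 from camera). TBIU018052, a unigene of the nitrate transporter NRT1.7 chosen after its values were seen, fell with GA in NH-JS1 from 206.1 and 282.7 scaled counts to 11.1 and 14 (log2 fold change −4.27, standard error 0.267, adjusted p = 0.00206 from edgeR), while NH-JS2 had 540.8 and 421.7 without and 506.5 and 450.8 with GA. The GA effects of the lines on it differed by 4.25 (adjusted p = 0.00203 from edgeR), at counts below the minimum for DEGs in NH-JS1. A more abundant unigene of NRT1.7 (TBIU049502) went from 543.3 and 918.2 to 138.4 and 97.1 in NH-JS1 (−2.63, adjusted p = 0.0152 from edgeR) and did not pass for the difference (2.68, adjusted p = 0.0611), and its other 5 unigenes passed neither test. Chlorophyll genes had a median of −0.30 with GA in NH-JS2 (adjusted p = 3.39e-07 from camera; adjusted p = 0.636 with an estimated correlation), and −0.03 without NH-JS2 replicate 2. Of 96 named results past an adjusted p of 0.05 whose gene has other tested unigenes, 75 had another past it in the same direction, 47 another not past it and 3 another past it in the opposite direction. In the authors' deposited table, without a test, 42 unigenes were past the fold and count criteria upward and 88 downward for GA in NH-JS1, and 81 and 253 for GA in NH-JS2.

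In all 4 libraries of a line, 462 tested unigenes lay at the floor in NH-JS1 and 632 in NH-JS2, and 3 and 27 of them had at least 500 scaled counts in the other line. Reads of 1 gene that were counted under different unigenes in the 2 lines may account for many of these, as a hypothesis: of 412 with another unigene of the same Arabidopsis match, 70.6% had 1 that was higher in the line where they lay at the floor. Among matched unigenes this share was 23.5% in the median and 29.4% at the highest of 1000 draws, and among 2340 unigenes not at the floor with an absolute log2 fold change of at least 2 between the lines it was 25.8%. The test was first limited to unigenes with at least 500 scaled counts in the other line and was widened to all after that result was seen. A loss of expression in 1 line stays open, as untested, and of the DEGs between the lines with another unigene of the same match, 10.4% of 1768 without GA and 10.7% of 1584 with GA had an opposite one.

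The ribosomal list was lower with GA in NH-JS2 at a median of −0.25 (adjusted p = 6.49e-22 from camera; adjusted p = 0.636 with an estimated correlation). Unequal depth of the libraries and the weight of a few abundant genes stay open, since the median was −0.25 both after every library was thinned to the lowest total and without the 10 most abundant unigenes, but TMM already scales for depth and trims abundant genes, so that neither test could have moved it. A deviating NH-JS2 replicate 2 and a response to GA cannot be told apart with 2 libraries per group, since the median was −0.10 without it, −0.37 without NH-JS2 replicate 1, −0.35 without NH-JS2_GA replicate 1 and −0.17 without NH-JS2_GA replicate 2.

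For the GA effect averaged over the lines, other splits of the 8 libraries into groups of 4 were fitted with line and GA as the only terms. Such a fit called 1 DEG for the real split and up to 2 for the others, and 4 of 34 splits, the real one included, gave as many, so that chance cannot be excluded for the number of DEGs by this count. The 3 others each keep 3 of the 4 libraries with GA together, so that they still hold part of any GA effect.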
